# DNA Topoisomerase 1α Promotes Transcriptional Silencing of Transposable Elements through DNA Methylation and Histone Lysine 9 Dimethylation in *Arabidopsis*

**DOI:** 10.1371/journal.pgen.1004446

**Published:** 2014-07-03

**Authors:** Thanh Theresa Dinh, Lei Gao, Xigang Liu, Dongming Li, Shengben Li, Yuanyuan Zhao, Michael O'Leary, Brandon Le, Robert J. Schmitz, Pablo Manavella, Shaofang Li, Detlef Weigel, Olga Pontes, Joseph R. Ecker, Xuemei Chen

## Abstract

RNA-directed DNA methylation (RdDM) and histone H3 lysine 9 dimethylation (H3K9me2) are related transcriptional silencing mechanisms that target transposable elements (TEs) and repeats to maintain genome stability in plants. RdDM is mediated by small and long noncoding RNAs produced by the plant-specific RNA polymerases Pol IV and Pol V, respectively. Through a chemical genetics screen with a luciferase-based DNA methylation reporter, *LUCL*, we found that camptothecin, a compound with anti-cancer properties that targets DNA topoisomerase 1α (TOP1α) was able to de-repress *LUCL* by reducing its DNA methylation and H3K9me2 levels. Further studies with *Arabidopsis top1α* mutants showed that TOP1α silences endogenous RdDM loci by facilitating the production of Pol V-dependent long non-coding RNAs, AGONAUTE4 recruitment and H3K9me2 deposition at TEs and repeats. This study assigned a new role in epigenetic silencing to an enzyme that affects DNA topology.

## Author Summary

DNA topoisomerase is an enzyme that releases the torsional stress in DNA generated during DNA replication or transcription. Here, we uncovered an unexpected role of DNA topoisomerase 1α (TOP1α) in the maintenance of genome stability. Eukaryotic genomes are usually littered with transposable elements (TEs) and repeats, which pose threats to genome stability due to their tendency to move or recombine. Mechanisms are in place to silence these elements, such as RNA-directed DNA methylation (RdDM) and histone H3 lysine 9 dimethylation (H3K9me2) in plants. Two plant-specific RNA polymerases, Pol IV and Pol V, generate small and long noncoding RNAs, respectively, from TEs and repeats. These RNAs then recruit protein factors to deposit DNA methylation or H3K9me2 to silence the loci. In this study, we found that treatment of plants with camptothecin, a TOP1α inhibitor, or loss of function in *TOP1α*, led to the de-repression of RdDM target loci, which was accompanied by loss of H3K9me2 or DNA methylation. The role of *TOP1α* in RdDM could be attributed to its promotion of Pol V, but not Pol IV, transcription to generate long noncoding RNAs.

## Introduction

DNA methylation and histone H3 lysine 9 (H3K9) methylation are two chromatin modifications widely employed by eukaryotes to maintain genome stability [1], [2]. H3K9 methylation and DNA methylation are targeted via small interfering RNAs (siRNAs) to repeats and transposable elements (TEs) and are required for their transcriptional silencing [1], [2].

In plants, cytosine methylation is established through a process known as RNA-directed DNA methylation (RdDM), which involves small and long noncoding RNAs produced by plant-specific RNA polymerases, Pol IV and Pol V, respectively [2]. Pol IV is thought to transcribe RdDM target loci and generate long precursor RNAs. These are eventually processed into 24-nucleotide (nt) siRNAs that are loaded into the Argonaute protein AGO4 [3], [4], [5], [6], [7]. In parallel, Pol V generates long non-coding RNA transcripts from RdDM target loci, and these transcripts recruit siRNA-AGO4 to chromatin [8], [9]. Through the concerted action of these two polymerases, siRNA-AGO4 becomes localized to target loci, and this ultimately recruits the methyltransferase DRM2, which effects *de novo* DNA methylation. In plants, DNA methylation occurs in three sequence contexts, CG, CHG, and CHH. In contrast to CG and CHG methylation, which can be maintained through the DNA methyltransferases MET1 and CMT3, respectively, CHH methylation is propagated by constant *de novo* methylation through RdDM [2], [10].

In plants, H3K9 dimethylation (H3K9me2) is another repressive chromatin mark associated with TE and repeat silencing [11], [12], [13]. H3K9me2 and CHG methylation act in a self-reinforcing loop to promote the maintenance of these marks by histone methyltransferases KRYPTONITE (KYP or SUVH4), SUVH5 and SUVH6 and the DNA methyltransferase CMT3 [14]. How H3K9me2 is initially deposited is less well understood, but the RdDM pathway plays a role, as mutations in RdDM pathway genes cause marked reductions in H3K9me2 levels at RdDM target loci [7], [8], [15]. In fact, a recent study revealed a strong genome-wide inter-dependence between non-CG (CHG and CHH) DNA methylation and H3K9 dimethylation [16].

DNA topoisomerases are enzymes that maintain proper DNA topology [17]. During replication or transcription, the DNA helical structure opens to form the replication or transcription fork, and the DNA in front of the fork becomes positively supercoiled, while the DNA behind the fork becomes negatively supercoiled. Topoisomerases bind these regions, nick the DNA to relieve the torsional stress, and re-ligate the DNA. Topoisomerases are divided into two major types, I and II, and further subtypes depending on their mode of action and structure [17], [18].

In *Arabidopsis*, there are two genes encoding type IB topoisomerases, *TOP1α* and *TOP1β*, which are tandemly arrayed in the genome. *top1α* mutants exhibit gross morphological defects, while *top1β* mutants are phenotypically normal [19]. RNAi-mediated knockdown of *TOP1β* in a *top1α* background is lethal [19]; thus these two genes are functionally redundant.

Here, we uncover a role of *TOP1α* in transcriptional silencing of TEs. We exploited a luciferase-based reporter (*LUCL*) that undergoes transcriptional silencing by DNA methylation [20] to perform a chemical genetics screen. We found that camptothecin (CPT) released the DNA methylation of *LUCL* and de-repressed its expression. CPT is a well-studied natural quinoline alkaloid that targets type 1B topoisomerases [21], [22]. Both the addition of CPT and loss-of-function in *TOP1α* led to the de-repression of RdDM target loci accompanied by a release of DNA methylation and/or a decrease in H3K9me2 levels. *TOP1α* is dispensable for Pol IV-mediated siRNA biogenesis but is required for the production of Pol V-dependent, long non-coding RNA transcripts. Consistent with the current model that these transcripts recruit siRNA-AGO4 to chromatin, inactivation of *TOP1α* resulted in reduced AGO4 occupancy at these loci. Taken together, through the identification of *TOP1α* as a player in RdDM, we have assigned new roles to a protein affecting DNA topology.

## Results

### Camptothecin releases the silencing of *LUCL*

To identify genes involved in DNA methylation, we performed a chemical genetics screen with *LUCL*, a transcriptionally-silenced luciferase (*LUC*)-based reporter line [20]. In *LUCL*, *LUC* is driven by a dual *35S* promoter and both the *35S* promoter and the *LUC* coding region harbor DNA methylation [20]. The DNA methylation at *LUCL*, and consequently its transcriptional silencing, is controlled by *MET1*, and to a lesser extent, by the RdDM pathway [20].

Over 3,000 compounds were screened against *LUCL* seedlings for their effects on *LUC* expression. A hit compound, camptothecin (CPT) (Figure 1A), was found to release *LUC* silencing in a concentration- and time-dependent manner (Figure 1B and C). Interestingly, CPT released *LUC* silencing in a bi-phasic manner, with optimal levels at 10 µM. Further, the release of LUC activity was not observed until one day of chemical addition in a time course assay (Figure 1B). Consistently, continuous live imaging revealed that an increase in LUC activity occurred at about 15 hr after the addition of the chemical (Figure 1C). The slow kinetics suggested that cell division is likely necessary for the de-repression of the reporter. The effects of CPT on LUC protein activity reflected a release of *LUCL* silencing, as the addition of CPT led to an increase in *LUC* transcript levels (Figure 1D). Consistent with the dose-dependent effects of CPT on LUC activity, *LUC* transcript levels were most de-repressed at 10 µM of CPT (Figure 1D).

**Figure 1:**
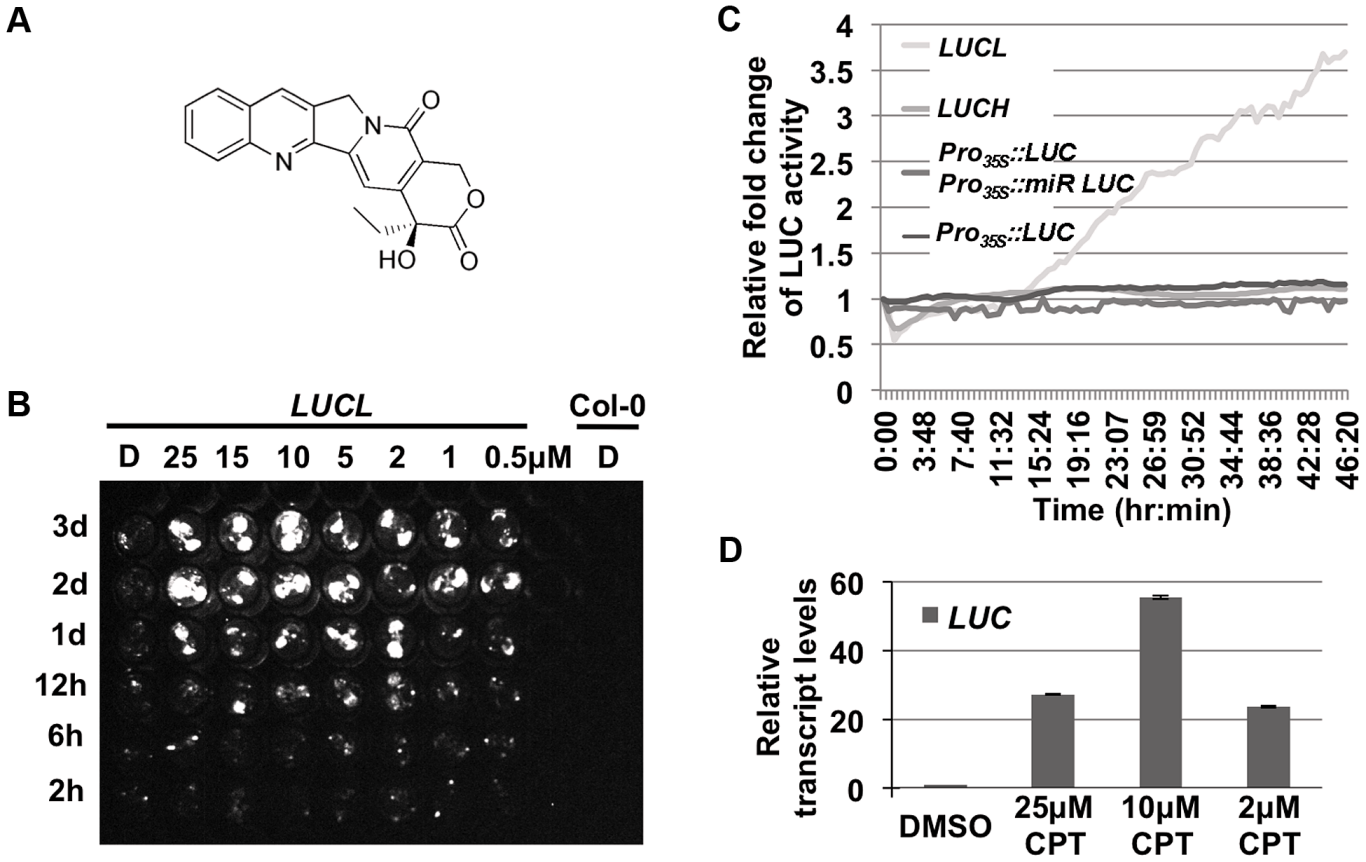
CPT releases LUC activity of *LUCL*. (A) Chemical structure of CPT. (B) Time- and concentration-dependent de-repression of *LUCL* by CPT. Seedlings were subjected to CPT treatment in 96-well plates and imaged for LUC activity at different time points (shown to the left of the image) after CPT addition. D = DMSO-treated seedlings. Col-0 wild type (without the *LUCL* transgene) was included as a negative control. (C) Effects of CPT treatment on various transgenes. LUC activity was measured over time using an automated luciferase reader. The x-axis indicates the time of incubation in terms of hours:minutes after addition of 10 µM CPT or DMSO. The y-axis indicates the relative fold change of LUC activity upon treatment of CPT as compared to DMSO. CPT affects the activity of *LUCL* but not *Pro_35S_:LUC Pro_35S_:mir-LUC*, a reporter line in which the *LUC* transgene reports miRNA activity [23], *Pro_35S_:LUC*, [23], or *LUCH*, a reporter line in which the *LUC* transgene is silenced specifically by CHH methylation [36]. (D) qRT-PCR measuring *LUC* transcript levels upon addition of different concentrations of CPT. Three biological replicates, each with three technical replicates, were performed. Error bars represent standard deviation from the three biological replicates.

Previous experiments with *LUCL* ruled out that it reports miRNA activity, even though it contains the miR172 binding sequence [20]. Consistently, we found that the addition of CPT did not release the LUC activity of a miRNA reporter line, *Pro_35S_::LUC Pro_35S_::miR-LUC* (Figure 1C; [23]). Thus, CPT released the LUC activity of *LUCL* through a miRNA-independent mechanism.

To determine whether CPT increased *LUC* transcript levels by reducing DNA methylation, we performed McrBC-PCR to examine the methylation status of *LUCL*. After digestion of genomic DNA with McrBC, an enzyme that only cuts methylated DNA [24], *35S* promoter sequences were amplified by PCR. In the DMSO-treated control sample, little product was observed, indicating that this region was highly methylated in *LUCL*. However, after CPT treatment, the amount of PCR products increased (Figure 2A), suggesting that CPT treatment led to a reduction in *35S* promoter methylation. In addition, the DNA methylation status of the *35S* promoter and the *LUC* coding region was examined by bisulfite sequencing (Figure 2B). The addition of 10 µM CPT resulted in a drastic reduction of CHH methylation, and to some extent CHG methylation, in region #1 (Figure 2C). CG methylation was largely unaffected upon CPT treatment, with the exception of region #4 (Figure 2C).

**Figure 2:**
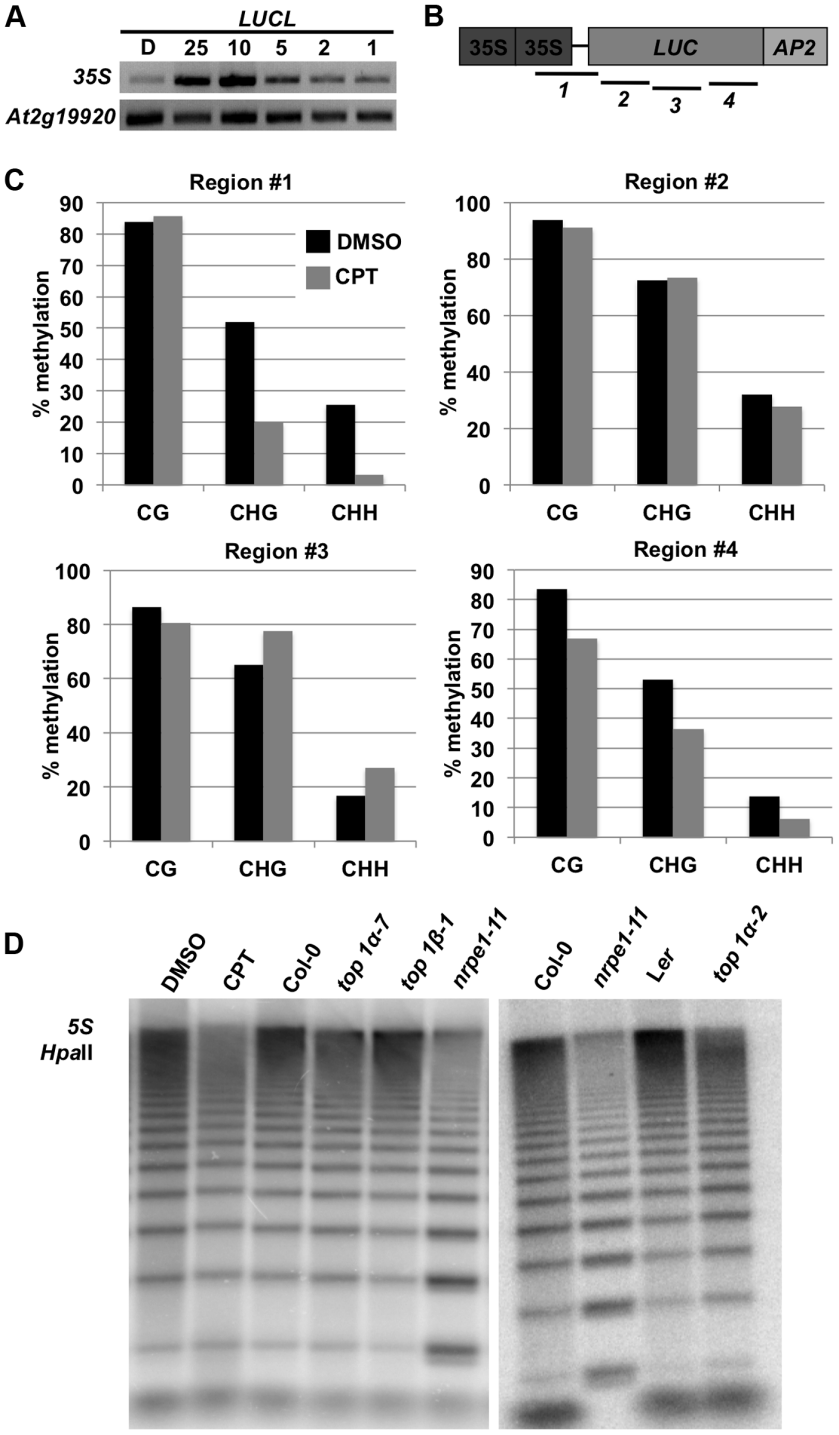
Addition of CPT or loss of *TOP1α* releases DNA methylation. (A) McrBC-PCR-based methylation analysis of the *35S* promoter in *LUCL* seedlings treated with CPT. *At2g19920* is unmethylated and serves as an internal loading control. The number listed above indicates the concentration (in µM) of CPT added. D = DMSO. (B) A schematic diagram of the *LUCL* transgene. The numbered black lines indicate the regions for which bisulfite sequencing was performed (Figure 2C). (C) Levels of DNA methylation of *LUCL* in DMSO- and CPT-treated seedlings as determined by bisulfite sequencing. The regions correspond to the numbered lines in Figure 2B. (D) Loss of *TOP1α* results in reduced *5S* rDNA methylation. Genomic DNA was digested with *Hpa*II followed by Southern blotting. Less methylated DNA is expected to yield a higher intensity of bands lower down the gel as in *nrpe1-11* (a Pol V mutant). In the CPT-treated sample, 25 µM of CPT was used. *top1α-7*, *top1β-1*, and *nrpe1-11* are to be compared to Col-0 (wild type), and *top1α-2* is to be compared to L*er* (wild type).

### The CPT target, TOP1α, promotes CG methylation at *5S* repeats

Due to their potent anti-cancer properties, CPT and its analogs have been intensely studied. The cellular target of CPT is topoisomerase I and the mechanism by which CPT inhibits topoisomerase I is well understood [25]. Given this knowledge, our finding that CPT de-represses *LUCL* implicated *TOP1α* in transcriptional gene silencing. A *top1α* mutant allele, *top1α-2*, had been found in an unrelated project (Xigang Liu and Xuemei Chen, unpublished results). The *top1α-2* mutant carried a C→T point mutation in the second exon, which generates a premature stop codon (Figure S1A). *top1α-2*, which had been isolated in the Landsberg *erecta* background, was introgressed into Col-0 through five backcrosses to derive *top1α-2^Col^*. *top1α-2^Col^* was then crossed to *LUCL* in the Col-0 background. Unlike CPT, which released LUC activity, the *top1α-2^Col^* mutation was not able to release LUC activity (Figure S1B), probably due to activity of the partially redundant *TOP1β* gene.

We next asked whether TOP1α inactivation or CPT treatment affected DNA methylation of endogenous RdDM loci. *5S* rDNA is present with thousands of copies in the genome and is under RdDM regulation [5]. We digested genomic DNA with *Hpa*II, an enzyme that cuts unmethylated DNA in a CG context, to determine the status of *5S* rDNA methylation. We found that, like *nrpe1-11*, a Pol V mutant, *top1α-2* and CPT-treated seedlings had less methylated DNA, as indicated by the increase in intensity of the lower molecular weight restriction fragments (Figure 2D). *top1α-7* (also known as *mgo1-7* [26]; Figure S1A) has weaker developmental defects than *top1α-2^Col^*. The *top1β-1* loss-of-function mutant in the Col-0 background (Figure S1A) has no obvious morphological defects (Xigang Liu and Xuemei Chen, unpublished results). CG methylation at *5S* repeats was only weakly reduced in *top1α-7* mutants and unaffected in *top1β-1* mutants. Similarly, DNA blot analyses were conducted to examine CHG methylation at *MEA-ISR* and *180 bp* repeats (Figure S1C and D), and CHH methylation at 5S rDNA repeats. Only a slight reduction in CHG methylation at the *180 bp* repeats was detected in *top1α-2* (Figure S1D). *top1α-2* was indistinguishable from the isogenic L*er* parental line in terms of CHG methylation at *MEA-ISR* (Figure S1C) or CHH methylation at *5S* repeats (Figure S1D).

### TOP1α has a limited role in DNA methylation in the genome

The studies above on a small number of loci revealed a limited role of *TOP1α* in DNA methylation. In order to obtain a global view of the function of *TOP1α* in DNA methylation, we performed whole genome bisulfite sequencing (MethylC-seq) on L*er*, *top1α-2*, Col-0, *top1α-7*, *nrpd1-3* (a Pol IV mutant) and *nrpe1-11* seedlings. A total of 10 libraries representing one to three biological replicates of the genotypes (Table S1) were sequenced. Acceptable bisulfite conversion efficiency (Table S1) and read coverage (Table S2) were achieved for each library.

We identified differentially methylated regions (DMRs) using established procedures in the literature (see Material and Methods and Text S1). We compared each mutant to its wild-type control in the same biological replicate. We also called DMRs among the three Col-0 replicates to establish the background of spontaneous DMRs in wild type. Despite the high degree of reproducibility of the biological replicates (Table S3), when the three Col-0 replicates were subjected to the DMR analysis, we found thousands of CHH DMRs, but very few CG and CHG DMRs, between any two Col-0 replicates (Table S4A). In MethylC-seq data of three Col-0 replicates from a published study [27], we also identified thousands of CHH DMRs between any two replicates (Table S4B). This suggested that CHH methylation is considerably variable. In light of such variability, we took a conservative approach towards the identification of robust DMRs by considering only the overlap between two biological replicates or mutant alleles. For example, to derive DMRs between wild type and *nrpd1-3* or *nrpe1-11*, we first compared the mutant to wild type within each biological replicate and then retained only DMRs that overlapped in both biological replicates (Table S5B and C). To derive DMRs between wild type and *top1α*, we first compared *top1α-7* to Col-0 and *top1α-2* to L*er*, and then obtained the overlapped DMRs between the two alleles (Table S5A). In addition, hypervariability (HV) regions that are prone to changes in DNA methylation over generations [28], [29] were subtracted from the overlapped DMRs. The final set of CHH DMRs between wild type and *nrpd1-3* (or *nrpe1-11*) consisted of over 7,500 loci showing reduced DNA methylation in the mutants (Table S5B and C), consistent with the known roles of Pol IV and Pol V in CHH methylation [27], [30]. The final set of DMRs between wild type and *top1α* consisted of the following: reduced in methylation in *top1α* — 97 (CHH), 35 (CG), and 0 (CHG); and increased in methylation in *top1α* — 10 (CHH), 9 (CG), and 1 (CHG) (Figure 3A, Table S5A and Table S6). The overall change in CHH methylation in *top1α* was very limited in comparison to that in *nrpd1-3* or *nrpe1-11* (Table S5). Most of the 97 WT-*top1α* CHH DMRs are in TEs or intergenic regions (Figure 3B). 91% of the WT-*top1α* CHH DMRs require Pol IV or Pol V for their CHH methylation (Figure 3C). This suggested that TOP1α promotes DNA methylation at a small number of RdDM loci.

**Figure 3:**
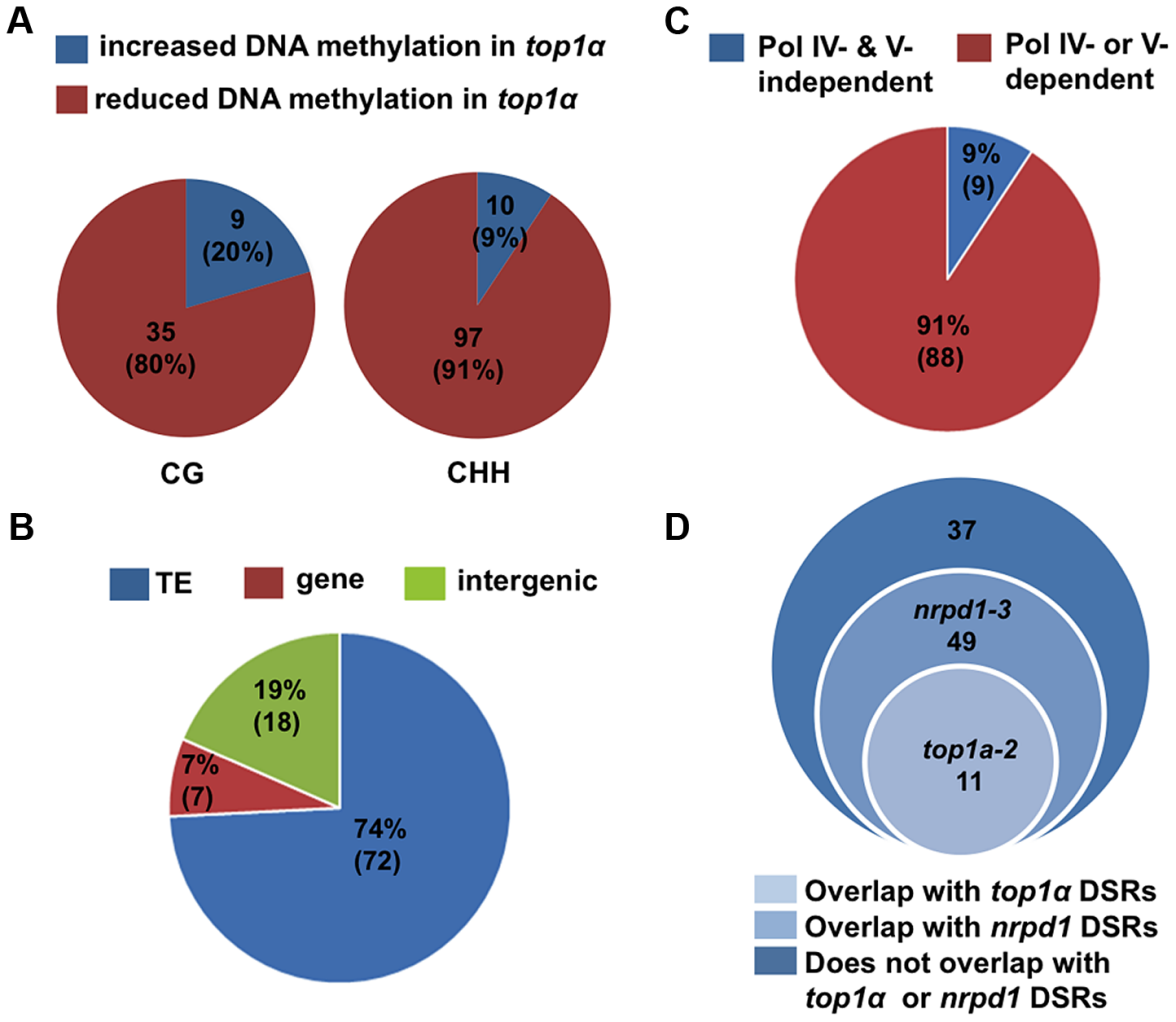
*TOP1α* does not globally impact DNA methylation but promotes CHH methylation at a small number of loci. (A) Pie charts showing that the great majority of WT- *top1α* DMRs show reduced DNA methylation in *top1α*. Each circle represents total WT- *top1α* DMRs in a methylation context (CG or CHH). The red and blue areas represent DMRs with reduced and increased DNA methylation in *top1α*, respectively. The numbers indicate the numbers of DMRs in each category. The numbers in the parentheses represent the percentage of the DMR category in total DMRs. (B) The majority of WT- *top1α* CHH DMRs showing reduced DNA methylation in *top1α* overlap with TEs (74%, blue). Those that overlap with genes and intergenic regions are shown in red (7%) and green (19%), respectively. (C) The majority of WT- *top1α* CHH DMRs overlap with CHH DMRs between WT and *nrpd1* or WT and *nrpe1* (91%, red), suggesting that these regions require Pol IV or Pol V for CHH methylation. The portion of WT- *top1α* CHH DMRs not overlapping with WT-*nrpd1* or WT-*nrpe1* CHH DMRs are shown in blue (9%). (D) Overlap between WT- *top1α* CHH DMRs with DSRs (differential small RNA regions) between WT and *nrpd1* or WT and *top1α*. There is little overlap between WT-*top1α* CHH DMRs and WT-*top1α* DSRs.

### TOP1α silences transposons through DNA methylation and H3K9 dimethylation

Since the methylation-sensitive DNA blot analyses only revealed an effect of *top1α* alleles on DNA methylation at the *5S* and *180 bp* repeats and the methylome profiling studies did not support a global role of TOP1α in DNA methylation, we sought to evaluate whether TOP1α is required for the transcriptional silencing of endogenous RdDM loci. qRT-PCR was performed to determine transcript levels from seven well-known RdDM loci. In both wild-type seedlings treated with CPT as well as *top1α* (both *top1α-2* and *top1α-7*) seedlings, these endogenous siRNA target loci were de-repressed (Figure 4A). This confirmed a role of TOP1α in silencing the RdDM target loci.

**Figure 4:**
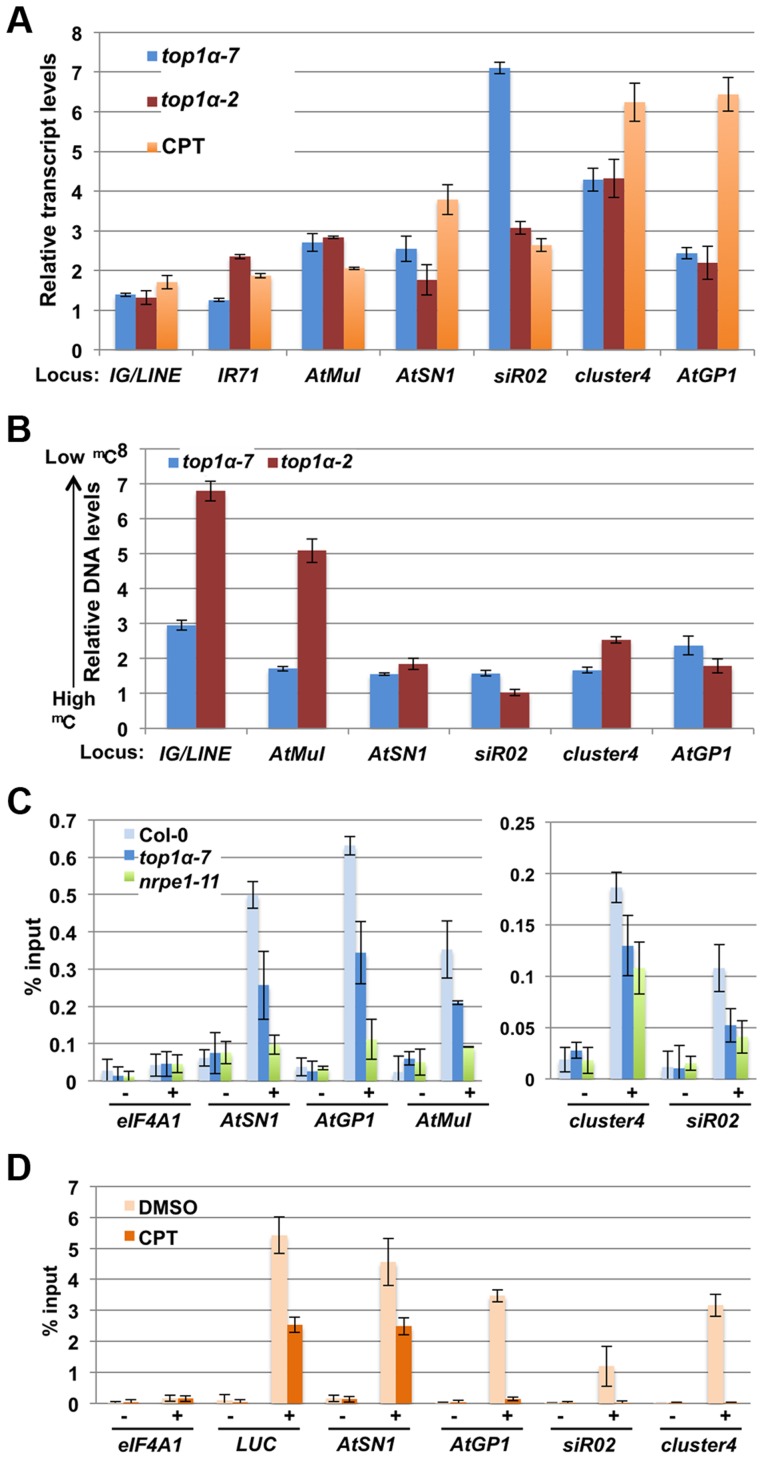
TOP1α promotes transposon silencing at endogenous RdDM target loci through H3K9me2 deposition. In (A) to (D), error bars represent standard deviation calculated from three biological replicates, each with three technical replicates. In (A) and (B), *top1α-7*, *top1α-2* and CPT-treated *LUCL* were compared to Col-0, L*er*, and DMSO-treated *LUCL* respectively. The relative levels to these controls (set to 1.0) are shown. The loci tested are labeled on the x axis. (A) Loss of *TOP1α* or addition of CPT results in RdDM target loci de-repression. (B) Loss of *TOP1α* or addition of CPT results in a release of DNA methylation at some loci. McrBC-qPCR analysis was performed to quantify DNA methylation levels in *top1α* or CPT-treated plants. Higher DNA levels in this assay correlate with lower levels of DNA methylation. *At1g40129* served as an internal unmethylated control. (C) Loss of *TOP1α* results in reduced H3K9me2 levels at endogenous RdDM loci. ChIP-qPCR was performed to measure H3K9me2 levels at five RdDM target loci. *eIF4A1*, which does not harbor H3K9me2, was used as an internal control. − = samples processed without antibody. + = samples processed with anti-H3K9me2 antibodies. (D) CPT treatment results in reduced H3K9me2 levels at the *LUCL* transgene and four endogenous RdDM loci. *LUCL* plants were treated with either DMSO or 10 µM CPT and subjected to ChIP. qPCR was performed with the immunoprecipitated DNA for the *LUCL* transgene and four endogenous RdDM loci. *eIF4A1* was used as an internal negative control. − = samples processed without antibody. + = samples processed with anti-H3K9me2 antibodies.

We asked whether the release of transcriptional silencing of endogenous RdDM target loci (Figure 4A) in *top1α* or CPT-treated seedlings was accompanied by a loss of DNA methylation. We performed McrBC-qPCR assays to quantify the levels of DNA methylation amongst different genotypes/treatments at six endogenous RdDM loci. At most of the loci, DNA methylation was reduced in the two *top1α* mutants, but the reductions were small in *top1α-7* (Figure 4B). Treatment of wild-type (L*er*) plants with CPT resulted in reductions in DNA methylation at four of the six tested loci (Figure S1E). Although the overall trend of reduced DNA methylation in the two *top1α* mutants and CPT treated plants agreed with the observed de-repression of these loci, there were also inconsistencies whereby de-repression was not accompanied by reductions in DNA methylation, such as at siR02 in *top1α-2* and CPT-treated plants.

This incomplete correlation between TE de-repression and a reduction in DNA methylation prompted us to ask whether *TOP1α* silences TEs through another mechanism. Previous studies have shown that H3K9me2 is a major repressive mark for transposon silencing and that H3K9me2-dependent silencing acts in concert or in parallel with RdDM [31], [32], [33]. Like DNA methylation, H3K9me2 is targeted to specific TEs through siRNA-AGO4 [7]. Thus, we investigated whether loss of *TOP1α* function or CPT treatment altered H3K9me2 levels at TEs. Chromatin immunoprecipitation (ChIP)-qPCR showed that H3K9me2 levels at *AtSN1*, *sir02*, cluster4, *AtGP1*, and *AtMuI* were reduced in both *top1α-7* and *nrpe1-11* (Figure 4C). We also performed ChIP-qPCR on *LUCL* seedlings treated with DMSO or CPT. CPT treatment was found to cause a strong reduction in H3K9me2 levels at four TE loci (Figure 4D). As CPT was initially isolated through a chemical genetics screen with *LUCL*, we asked whether the *LUC* transgene in *LUCL* also harbored H3K9me2 and, if so, whether CPT treatment reduced its H3K9me2 levels. Indeed, ChIP-qPCR showed that the *d35S* of the *LUC* transgene (region #1 in Figure 2B) harbored H3K9me2, with CPT treatment reducing H3K9me2 levels (Figure 4D).

As H3K9me2, which is introduced by KYP and its paralogs, and CHG methylation, which is deposited by CMT3, act in a self-reinforcing loop, and both H3K9me2 and CMT3 contribute to CHH methylation [14], [16], we asked whether the role of *TOP1α* in DNA methylation depends on KYP or CMT3. To address this question, we treated L*er* (wild-type), *kyp-2* and *cmt3-7* plants with CPT to inhibit topoisomerase I activity and then assayed DNA methylation at six TE loci. CPT treatment of wild-type plants resulted in reduced DNA methylation at four of the six loci (Figure S1E). The reduction in DNA methylation caused by CPT treatment was minimal at these four loci in either *cmt3-7* or *kyp-2* (Figure S1E). This suggested that the effects of *TOP1α* in DNA methylation require CMT3- and KYP-mediated H3K9 dimethylation.

### TOP1α does not affect small RNA levels

The promotion of DNA methylation and/or H3K9me2 deposition at TEs implicates a role of TOP1α in RdDM, a process that involves Pol IV and Pol V. As topoisomerases are required to release DNA topological tension generated by transcription [17], it would be reasonable to expect that TOP1α is required for the activities of either Pol IV or Pol V. We first tested whether TOP1α is required for the activities of Pol IV, the output of which is the accumulation of 24-nt siRNAs from RdDM target loci. RNA blot analysis showed that siRNA accumulation at several loci was similar in L*er* and *top1α-2* (Figure S3A). 

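Small RNAs from 10-day-old seedlings were sequenced in 1 library per genotype, with no replicates, from Col-0, *nrpd1-3*, *nrpe1-11*, L*er* and *top1α-2*. *nrpd1-3* is a Pol IV mutant and *nrpe1-11* a Pol V mutant, both compared with Col-0, and *top1α-2* was compared with L*er*, the ecotype it is in. The authors trimmed the adaptors, removed reads matching structural RNAs and kept reads of small RNA size (Text S1). They mapped the Columbia libraries to TAIR10 and the Landsberg libraries to TAIR10 with the L*er* polymorphisms built in, and assigned each read to the 500 bp window that holds its 5′ nucleotide. The deposited values are the authors' RPM for 238296 windows, which cover chromosomes 1 to 5. In each library every value was a whole multiple of the smallest, and the reads per window and the library total were recovered from these steps. The totals were 3459026 reads in Col-0, 1857740 in *nrpd1-3*, 2542359 in *nrpe1-11*, 3592603 in L*er* and 1628358 in *top1α-2*. A level of 3 reads, taken as the smallest that the depth can show, was 0.84 RPM in L*er* and 1.84 RPM in *top1α-2*. A level of 10 RPM was 36 reads in L*er* and 17 reads in *top1α-2*. DSRs were called as in Text S1, from the windows with at least 10 RPM in either library of a pair, with a fold change above 4 and an adjusted p-value below 0.05. The p-values came from the Audic-Claverie method on the recovered reads, with a doubled tail and Benjamini-Hochberg adjustment. They describe the sampling of reads from a pair of libraries and carry no information on the spread between plants. Nothing was added to the reads before the fold change, so a window with reads in only one library of the pair passed the fold change.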

To gain a global view on the potential relationship between TOP1α and Pol IV, we compared deep sequencing profiles of small RNAs from L*er*, *top1α-2*, Col-0, *nrpd1-3*, and *nrpe1-11*. The size distributions of all small RNA reads in L*er* and *top1α-2* were almost identical (Figure S3B). To determine whether TOP1α affects siRNA accumulation at specific regions of the genome, we identified differential small RNA regions (DSRs). 

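Among the 10729 windows with at least 10 RPM in *nrpd1-3* or Col-0, 8501 (79.23%) were reduced DSRs and 73 (0.68%) were increased DSRs in *nrpd1-3* (no replicates). In *nrpe1-11*, 13961 windows were tested against Col-0, of which 3656 (26.19%) were reduced and 511 (3.66%) were increased. In *top1α-2*, 10066 windows were tested against L*er*, of which 80 (0.79%) were reduced and 180 (1.79%) were increased. No read was left in the mutant in 1747 of the reduced *nrpd1-3* DSRs, 406 of the reduced *nrpe1-11* DSRs and 10 of the reduced *top1α-2* DSRs. The highest adjusted p-value of any DSR was 0.00089 for *nrpd1-3*, 0.00039 for *nrpe1-11* and 0.017 for *top1α-2*. Among the reduced *nrpd1-3* DSRs, the largest loss by difference in RPM was in the window at 1488001 to 1488500 of chromosome 4, in an intron of AT4G03380. This window had 1374.95 RPM (4756 reads) in Col-0, 37.14 RPM (69 reads) in *nrpd1-3* and 6.69 RPM (17 reads) in *nrpe1-11*, and it was also the largest loss among the reduced *nrpe1-11* DSRs. The annotation used holds no transposable elements. Intergenic here thus means outside annotated genes and pseudogenes, and any named window may lie in a transposable element. An intergenic window of chromosome 4 at 2073501 to 2074000 had 1098.29 RPM in Col-0 and 49.52 RPM in *nrpd1-3*. On chromosome 2, the window at 2604501 to 2605000, in a coding exon of AT2G06555, went from 701.35 RPM in Col-0 to 36.6 RPM in *nrpd1-3*. The other two largest losses among the reduced *nrpe1-11* DSRs were in intergenic windows, from 657.7 RPM to 18.49 RPM at 4143001 to 4143500 of chromosome 2 and from 530.21 RPM to 33.04 RPM at 22699001 to 22699500 of chromosome 1. The 3 largest gains among the increased *nrpd1-3* DSRs were in windows of microRNA genes. They were MIR398b (8218.05 RPM against 1969.63 RPM in Col-0), MIR398c (8128.16 RPM against 1961.53 RPM) and MIR408 (1513.67 RPM against 366.58 RPM). Their log2 ratios, with 1 read added, were 2.061, 2.051 and 2.045. Scaled to the reads in microRNA gene windows instead of the library totals, these fell to 1.028, 1.019 and 1.013, and none stayed a DSR. The reads of MIR398b and MIR398c were nearly equal in every library, so their gains may be the same reads counted at both sites. Among the increased *nrpe1-11* DSRs, which exclude gains of less than 4-fold, the largest gains were in the window of AT3G29639 (215.55 RPM against 17.35 RPM), in that of MIR5020b (184.47 RPM against 15.9 RPM) and in an intergenic window at 4547001 of chromosome 4 (222.63 RPM against 55.51 RPM). As a ratio to the main count, the reduced *top1α-2* DSRs moved most with a fold change above 2 in place of 4, to 296, and the increased *top1α-2* DSRs with a fold change above 8, to 20.

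**Figure D1:**
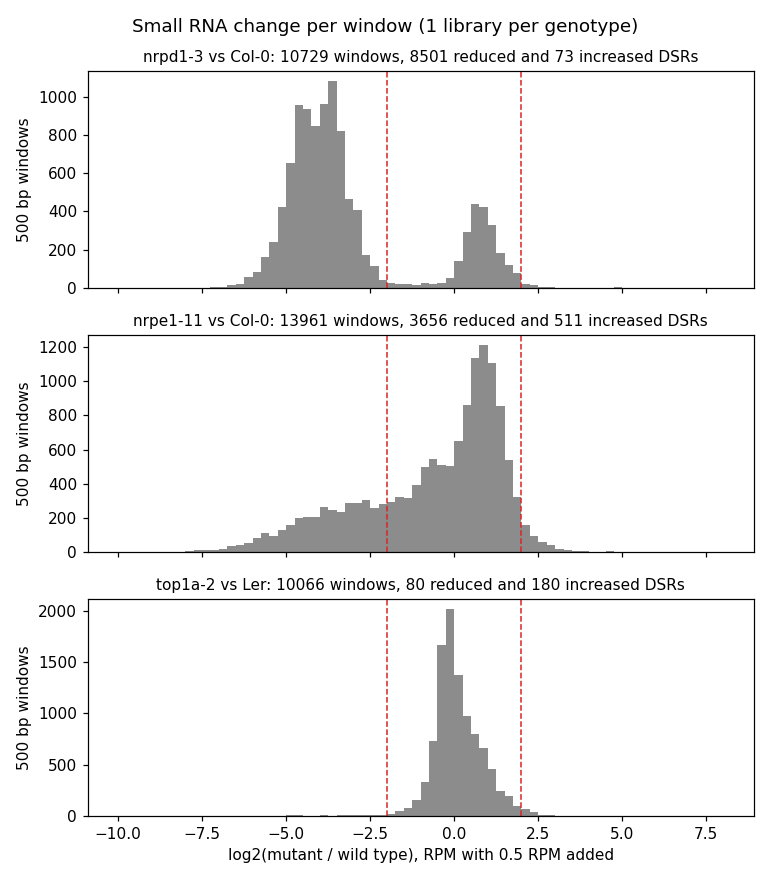
Number of 500 bp windows by log2 ratio of mutant to wild type (RPM with 0.5 RPM added, 1 library per genotype) for the 10729 windows of *nrpd1-3*, the 13961 of *nrpe1-11* and the 10066 of *top1α-2*. The dashed lines mark the 4-fold change in either direction. The DSR numbers in the panel titles were called with nothing added, so they differ from the numbers of windows beyond the lines. Most *nrpd1-3* windows lie left of the lower line, while nearly all *top1α-2* windows lie between the lines.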

While large numbers of DSRs were found in *nrpd1-3* or *nrpe1-11* relative to the wild-type control, consistent with the essential role of Pol IV and the auxiliary role of Pol V in siRNA biogenesis [3], [5], [6], very few were found in *top1α-2* (Table S7). 

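The abundance of small RNAs throughout the genome was compared over the 12395 windows with at least 10 RPM in Col-0 or L*er*, as in the legend of Figure S3C. The median was 14.74 RPM (interquartile range 10.41 to 26.31) in Col-0, 0.54 RPM (0 to 1.61) in *nrpd1-3* and 8.26 RPM (2.36 to 18.49) in *nrpe1-11*. The ratio of medians to Col-0 was 0.037 for *nrpd1-3* and 0.56 for *nrpe1-11*, and 88.9% and 62.8% of the windows were lower in the mutant. The Mann-Whitney U test of the *nrpd1-3* or *nrpe1-11* windows against Col-0 gave p-values too small for double precision to hold. The median was 12.25 RPM (5.85 to 21.99) in L*er* and 11.67 RPM (4.91 to 22.11) in *top1α-2*, a ratio of 0.953 (Mann-Whitney U test, p = 3.0e-07, n = 12395 windows). *top1α-2* was lower in 7623 of these windows (61.5%), and a *top1α-2* window taken at random was higher than a random L*er* window in 48.1% of pairs. With the windows paired, the median log2 ratio of *top1α-2* to L*er* was -0.15 (Wilcoxon signed-rank test, 0.5 RPM added, p = 5.6e-168, n = 12395 windows). Windows of one library are not independent replicates, and no replicate error is available for these ratios. Choosing windows by their level in Col-0 or L*er* also favours a lower value in *top1α-2*. Over the windows with at least 10 RPM in L*er* or *top1α-2*, the ratio for *top1α-2* was 1.041 in place of 0.953. Among these, the 10009 windows not touched by a CHH DMR had a median log2 ratio of -0.011, and 50.7% were lower in *top1α-2*. From small RNA abundance over the genome, the paper finds no support for TOP1α acting globally on small RNA accumulation.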

Furthermore, analysis of small RNA abundance throughout the genome did not support a global role of TOP1α in small RNA accumulation (Figure S3C). 

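The reduced *top1α-2* DSR with the largest difference in RPM was in an untranslated exon of AT3G07110, at 2251501 to 2252000 of chromosome 3, with 109.39 RPM (393 reads) in L*er* and 0.61 RPM (1 read) in *top1α-2*. An intergenic window at 5056001 to 5056500 of chromosome 1 fell from 94.36 RPM (339 reads) to 10.44 RPM (17 reads), and another at 15160501 to 15161000 of chromosome 4 fell from 84.62 RPM (304 reads) to 8.6 RPM (14 reads). As above, intergenic means outside annotated genes and pseudogenes, with transposable elements missing from the annotation. A window in a coding exon of AT1G32337 had 70.14 RPM in L*er* and 0.61 RPM in *top1α-2*. In the window of AT3G08370, annotated as a long noncoding RNA, the levels were 85.73 RPM and 17.2 RPM. All 5 of these windows had between 46.54 and 286.21 RPM in Col-0 and between 1.08 and 4.84 RPM in *nrpd1-3*. Among the increased *top1α-2* DSRs, which exclude gains of less than 4-fold, the largest difference in RPM was at 22149501 to 22150000 of chromosome 1, where AT1G60070 overlaps MIR859 and MIR774a, with 47.32 RPM (170 reads) in L*er* and 479.62 RPM (781 reads) in *top1α-2*. The window of MIR397a had 30.06 RPM in L*er* and 294.16 RPM in *top1α-2*. The next 3 gains among these DSRs were in windows of annotated pseudogenes, from 51.49 to 239.51 RPM at AT3G33575, from 29.23 to 160.28 RPM at AT5G28930 and from 19.21 to 120.37 RPM at AT2G11610. The log2 ratio of these windows, with 1 read added, ran from -6.48 to -2.27 for the losses and from 2.21 to 3.33 for the gains (no replicates). Scaling to the reads in microRNA gene windows instead of the library totals shifted each of them the most, for example to -6.399 for the window in AT3G07110. The paper also reports RNA blots with similar siRNA levels in L*er* and *top1α-2* at several loci, and nearly the same read size distributions. From these, the low number of *top1α-2* DSRs and the global abundance, it concludes that Pol IV does not appear to need TOP1α.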

Therefore, Pol IV activity does not appear to require TOP1α.

Given that we had found 71 WT-*top1α* DSRs (Table S7), we asked whether the reduced CHH methylation at the 97 WT-*top1α* DMRs was associated with reduced siRNA levels. 

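The DSRs reduced in *top1α-2* numbered 80 here, called from the 10066 windows with at least 10 RPM in L*er* or *top1α-2*. The 97 CHH DMRs were taken from Table S6 as the regions with reduced methylation in the mutant. Of these, 54 touched at least 1 window with 10 RPM or more in L*er* or *top1α-2*, and the other DMRs lay in windows below the 10 RPM minimum, where no DSR was called. With a minimum of 5 RPM the DMRs that overlap a reduced *top1α-2* DSR numbered 14, and with no minimum 13.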

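A DMR was counted as overlapping when it shared at least 1 bp with a window called a reduced *top1α-2* DSR, which held for 11 of the 97 DMRs (11.3%). When the 97 DMRs were placed at random among the tested windows, the median was 1 overlap and the range 0 to 4 over 1000 placements. The 11 DSR windows had between 12.53 and 94.36 RPM in L*er* and between 0 and 10.44 RPM in *top1α-2* (no replicates). Among them, the window at 5056001 of chromosome 1 had the most reads in L*er* (339 reads against 17 reads in *top1α-2*). The window of AT1G32337 at 11662001 of chromosome 1 went from 252 reads to 1 read. That of AT1G08517, a long noncoding RNA at 23068001 of the same chromosome, went from 76 reads to 0. A further 2 windows had no read in *top1α-2*, at 9852501 of chromosome 1 (59 reads in L*er*) and at 2416001 of chromosome 4 in AT4G04965 (46 reads in L*er*), where the 3 reads taken as the smallest detectable level are 1.84 RPM. The smallest change of the 11 was at 8252001 of chromosome 4, with 12.53 RPM (45 reads) in L*er* and 2.46 RPM (4 reads) in *top1α-2*. The highest count among the alternatives was 14 DMRs, reached both with a fold change above 2 and with a minimum of 5 RPM.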

We found that only 11 of the 97 DMRs overlapped with WT-*top1α* DSRs (Figure 3D). A representative of such a locus is shown in Figure S2A. 

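The other 86 of the 97 DMRs did not overlap a reduced *top1α-2* DSR. To put the change in siRNAs at the DMRs on a continuous scale, the log2 ratio of *top1α-2* to L*er* (0.5 RPM added to each) was taken in the windows with at least 10 RPM in either library. The 57 such windows touched by a DMR had a median log2 ratio of -0.48 (interquartile range -1.17 to -0.17), and the 10009 other windows had a median of -0.011. The difference of -0.469 had p = 1.2e-04 in a permutation test of 100000 random draws of windows, in which windows and not plants are the units. *top1α-2* was lower than L*er* in 49 of the 57 DMR windows (86.0%) and in 50.7% of the other windows. With a minimum of 1 RPM in place of 10, the difference was -0.689, the furthest from this value among the alternatives. The paper reasons from the small overlap between DMRs and DSRs that reduced siRNA levels cannot explain the reduced CHH methylation in *top1α*.

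**Figure D2:**
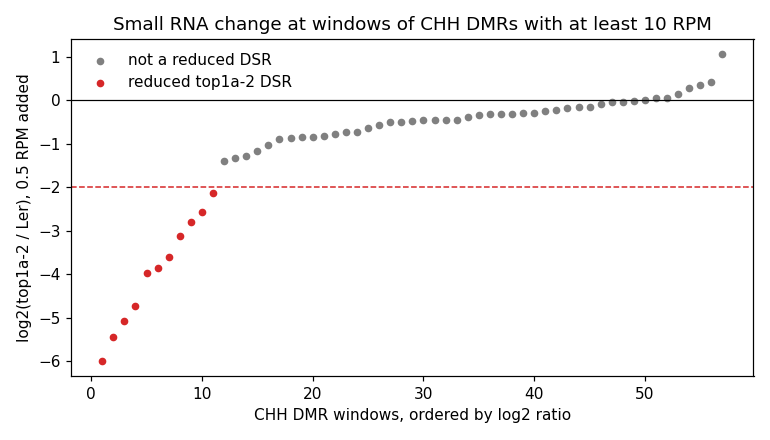
Log2 ratio of *top1α-2* to L*er* (RPM with 0.5 RPM added, 1 library per genotype) in the 57 windows with at least 10 RPM that are touched by a CHH DMR, ordered by ratio. Each point is a window, with reduced *top1α-2* DSRs in red, the dashed line at the 4-fold reduction and the solid line at no change. Of the 57 points, 49 lie below the solid line.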

Most of the 97 DMRs did not overlap with the 71 WT- *top1α* DSRs; two such loci are shown in Figure S2B and C. Therefore, the reduced CHH methylation in *top1α* could not be explained by reduced siRNA levels. 

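Of the 97 DMRs, 60 (61.9%) shared at least 1 bp with a window called a reduced *nrpd1-3* DSR. A total of 61 DMRs touched a window with at least 10 RPM in *nrpd1-3* or Col-0, the windows in which a DSR could be called. In 1000 random placements of the 97 DMRs among those windows, where 79.23% of windows were reduced DSRs, the median was 77 overlaps and the range 64 to 91. The placements put every DMR in a tested window, while only 61 of the DMRs touched one. At most 61 could therefore overlap, below the lowest placed count of 64, so the placements cannot test the overlap. Of the 61 DMRs that touched a tested window, 60 overlapped a reduced *nrpd1-3* DSR, against 79.23% of tested windows that were reduced DSRs. Without a minimum RPM, 85 of the DMRs overlapped a reduced *nrpd1-3* DSR, the largest change among the alternatives. From the overlap, the paper proposes that these regions produce siRNAs that depend on Pol IV.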

On the other hand, more than 60% of the 97 WT-*top1α* DMRs overlapped with WT-*nrpd1* DSRs (Figure 3D; Figure S2A and B), suggesting that these regions, which require TOP1α for CHH methylation, undergo Pol IV-dependent siRNA production. 

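All 11 DMRs that overlapped a reduced *top1α-2* DSR also overlapped a reduced *nrpd1-3* DSR, and 49 DMRs overlapped a reduced *nrpd1-3* DSR alone. No DMR overlapped a reduced *top1α-2* DSR alone, and 37 overlapped neither. Among the alternatives for *nrpd1-3*, the count of overlapping DMRs ranged from 60 to 85, and for *top1α-2* from 11 to 14. Where these alternatives changed the fold change or the RPM minimum, they only lowered it. From the DMRs with Pol IV-dependent siRNAs and no *top1α-2* DSR, the paper concludes that TOP1α acts on CHH methylation at these loci independently of siRNA biogenesis.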

Therefore, TOP1α must promote CHH methylation at these RdDM loci independently of siRNA biogenesis.

### TOP1α promotes the production of Pol V-dependent transcripts and AGO4 occupancy at TEs

We next tested whether TOP1α promotes the production of Pol V-dependent transcripts. We performed qRT-PCR and RT-PCR to detect Pol V-dependent transcripts from eight loci, *MEA-ISR*, *AtSN1*, and six *IGN* loci that produce such transcripts [9], [30]. At all eight loci, the levels of the Pol V-dependent transcripts were reduced in *top1α-2* as compared to L*er* (Figure 5A and B). We previously showed that Pol II generates long noncoding transcripts at the *soloLTR* locus [34]. The accumulation of these transcripts at *soloLTR* was also reduced in *top1α-2* (Figure 5B). Therefore, TOP1α contributes to the production of Pol V-dependent or Pol II-dependent long noncoding transcripts.

**Figure 5:**
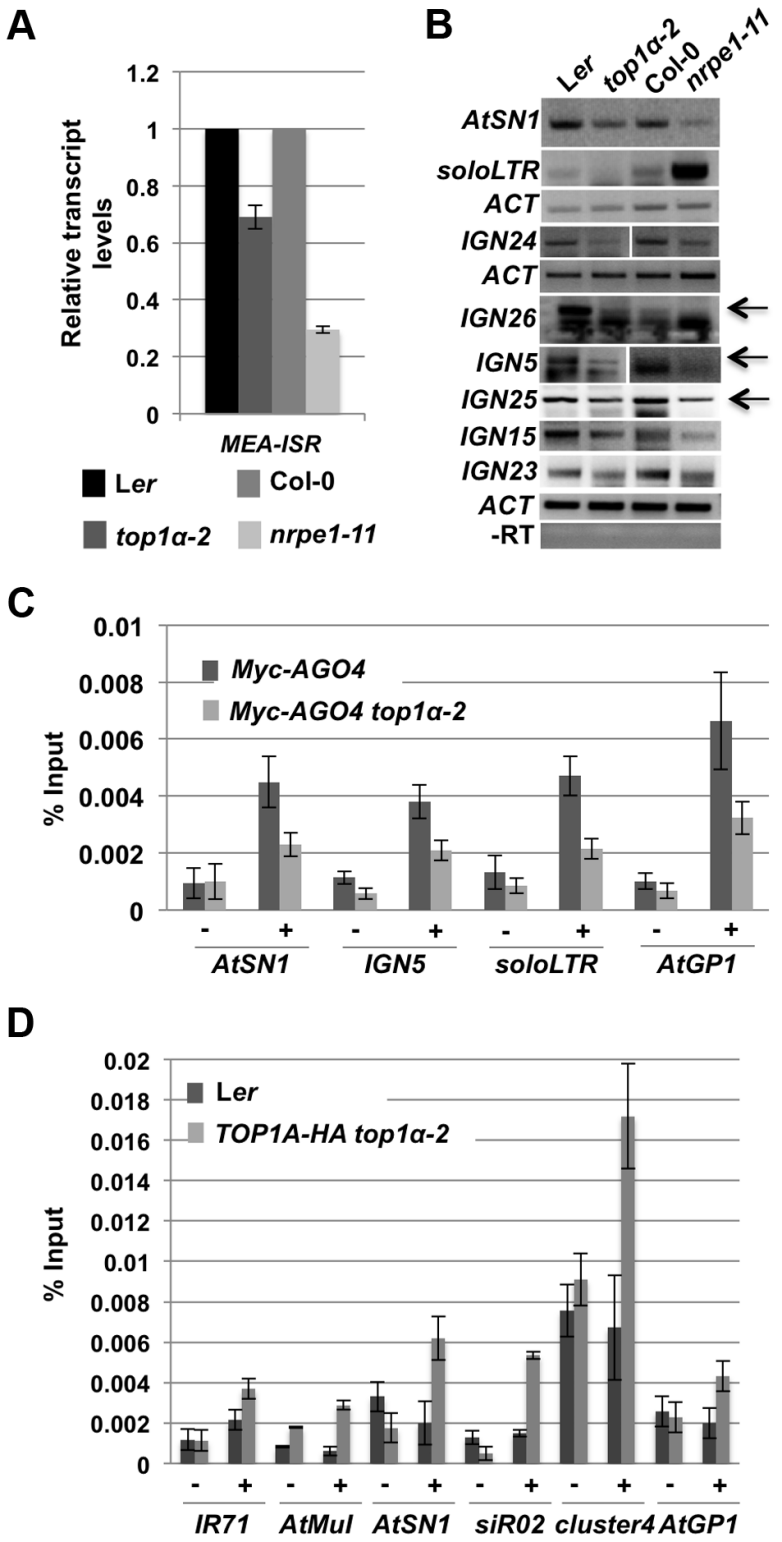
*TOP1α* promotes the production of Pol V-dependent transcripts and AGO4 occupancy at RdDM loci. (A) *TOP1α* contributes to the production of Pol V-dependent transcripts at *MEA-ISR*. qRT-PCR was performed to quantify Pol V-dependent transcripts at *MEA-ISR*. The Pol V mutant *nrpe1-11* was included as a control. *nrpe1-11* and *top1α-2* should be compared to the wild-type strains Col-0 and L*er*, respectively. Error bars represent standard deviation calculated from three technical replicates. (B) *TOP1α* contributes to the production of Pol II- or Pol V-dependent transcripts at many loci (noted on the left of the gel images). RT-PCR was performed to detect Pol II-dependent transcripts at *soloLTR* and Pol V-dependent transcripts at the other seven loci (*AtSN1* and six *IGN* loci). When multiple bands are present, the band representing the Pol V-dependent transcript is indicated by an arrow. Actin (*ACT*) served as an internal loading control for all the gels above. *nrpe1-11* was included as a control. *nrpe1-11* and *top1α-2* should be compared to the wild-type strains Col-0 and L*er*, respectively. –RT is the negative control in which reverse transcription was conducted in the absence of reverse transcriptase. Three biological replicates were performed and one representative image is shown. (C) Loss of *TOP1α* results in a decrease in AGO4 occupancy. Ten-day old wild-type and *top1α-2* seedlings, both of which contain a *Myc-AGO4* transgene, were subjected to ChIP with anti-MYC antibodies. qPCR was then performed on the immunoprecipitated DNA for four endogenous RdDM loci. “−” and “+” signs represent “no antibody” or “anti-Myc antibodies”, respectively. Error bars represent standard deviation calculated from three biological replicates. (D) TOP1α is present at six RdDM loci. Ten-day old L*er* (used as a negative control) and *TOP1A-HA top1α-2* seedlings were subjected to ChIP with anti-HA antibodies. qPCR was then performed on the immunoprecipitated DNA for six endogenous RdDM loci. “−” and “+” signs represent “no antibody” or “anti-HA antibodies”, respectively. Error bars represent standard deviation calculated from three technical replicates. Two biological replicates were performed and showed the same trend. One biological replicate is shown.

As the Pol V- or Pol II-dependent long noncoding transcripts facilitate the recruitment of siRNA-AGO4 to chromatin to ultimately result in RdDM or H3K9me2 deposition, we asked whether *TOP1α* promotes AGO4 occupancy at these RdDM target loci. ChIP-qPCR was conducted with anti-Myc antibodies in *Myc-AGO4* [35] and *Myc-AGO4 top1α-2* plants. At four well-known RdDM target loci, AGO4 occupancy was reduced in *top1α-2* (Figure 5C).

To determine whether TOP1α might act directly at these RdDM loci, we examined TOP1α occupancy at these loci. We first generated a *TOP1α-HA* fusion driven by the *TOP1α* promoter (*TOP1α-HA*) and introduced it into *top1α-2*. The morphological phenotypes of *top1α-2* plants were completely rescued by *TOP1α-HA*, indicating that the transgene was functional. We then performed ChIP-qPCR using anti-HA antibodies. TOP1α was found at all six loci examined (Figure 5D).

## Discussion

Beginning with a forward chemical genetics screen with a transcriptionally silenced reporter, *LUCL*, we have discovered that the well-studied anti-cancer compound CPT can de-repress loci undergoing transcriptional silencing by releasing H3K9 methylation and/or DNA methylation. As topoisomerase I is the cellular target of CPT, this implicates topoisomerase I in transcriptional silencing. Indeed, two *top1α* alleles, *top1α-2* and *top1α-7*, mimic CPT treatment in de-repressing the expression of endogenous RdDM target loci and reducing H3K9me2 or DNA methylation levels at these loci.

Here, we first consider whether TOP1α acts through RdDM or independently of RdDM to silence TEs. RdDM requires Pol IV and Pol V, which generate siRNAs and long noncoding RNAs, respectively. We show that TOP1α is dispensable for siRNA accumulation, but is required for the production of Pol V-dependent long noncoding RNAs, which are known to recruit siRNA-AGO4 to chromatin. Consistently, *TOP1α* promotes the recruitment of AGO4 to RdDM target loci. Moreover, 88 out of 97 WT-*top1α* CHH DMRs with reduced methylation in *top1α* also require Pol IV or Pol V for CHH methylation (Figure 3C). *5S* rDNA loci lose CG methylation in *top1α-2* and *nrpe1-11* mutants, and provide an example of a genomic region where CG methylation requires TOP1α, Pol IV, and Pol V. These data suggest that *TOP1α* acts at least in part through RdDM to silence TEs and repeats. However, MethylC-seq analyses revealed that *TOP1α* has a limited role in DNA methylation. We envision two possibilities for the limited role in DNA methylation observed for *TOP1α*. First, *TOP1α* may have a much broader role in DNA methylation in the genome, and the limited effects of *top1α* mutants on DNA methylation could be due to the redundant functions of *TOP1β*. So far, our efforts to knock down *TOP1β* in the *top1α-2* background have been unsuccessful. Second, *TOP1α*'s primary functions may lie in the promotion of H3K9 dimethylation, with DNA methylation being a secondary effect of H3K9 dimethylation. From our studies of a limited number of RdDM loci, we found that reduced H3K9me2 levels, but not necessarily reduced DNA methylation, always accompany the de-repression of these loci by CPT treatment or by mutations in *TOP1α*. Therefore, it is likely that the primary function of *TOP1α* lies in facilitating H3K9me2 deposition. Consistent with this model, the observed effects of CPT treatment on DNA methylation at four loci require *CMT3* and *KYP*, both of which promote H3K9 dimethylation. Another observation consistent with this hypothesis is that CPT treatment had no effect on *LUCH* (Figure 1C), a reporter gene that is strictly repressed by CHH methylation and is insensitive to loss of function in *CMT3* [36]. As *CMT3*-mediated DNA methylation requires H3K9me2 [14], we presume that *LUCH* is not repressed by H3K9me2. The lack of an effect of CPT treatment on *LUCH* would be consistent with TOP1α acting in TGS through H3K9me2 deposition.

Our finding that TOP1α promotes the production of Pol V-dependent transcripts is consistent with what is known about the function of topoisomerases in bacteria and yeast. Topoisomerases are thought to facilitate transcription elongation by relaxing supercoils [37]. Consistent with this model, loss of Top1 in *Schizosaccharomyces pombe* results in the accumulation of Pol II in gene bodies [38], [39]. The parallels of Pol V- and Pol II-mediated transcription have recently been highlighted [40], and we propose that *TOP1α* promotes transcription elongation by Pol V as it does for Pol II.

Although we prefer a model in which TOP1α acts in RdDM by facilitating the production of long noncoding RNAs by Pol V or Pol II, an alternative model cannot be overlooked. Studies in other systems have shown that topoisomerases interact with SMC-containing proteins acting in chromosome compaction [41], [42]. DMS3, a player of the RdDM machinery, contains an SMC domain [43]; therefore, there is a possibility that TOP1α may facilitate RdDM through DMS3.

In summary, we have discovered a role for DNA topoisomerase I in H3K9 methylation and DNA methylation in *Arabidopsis*. Another study showed that chemical inhibitors of topoisomerases I and II release the epigenetic silencing of an imprinted gene in mouse [44]. Together, these studies point to a role of topoisomerases in epigenetic silencing. Given that CPT is a canonical anti-cancer compound and several of its derivatives are presently used in cancer therapy [25], the emerging role of topoisomerase I in epigenetic gene silencing allude to the mode of carcinogenesis.

## Materials and Methods

### MethylC-seq analysis: Identification of Differentially Methylated Regions (DMRs)

Raw data from Illumina sequencing were filtered to remove reads that failed to pass the Illumina quality control and to condense multi-copy reads to a single copy. Hereafter, the reads were mapped to TAIR 10 *Arabidopsis* genome as well as a C-to-T converted genome using BS_Seeker [45] with default settings. Only perfectly and uniquely mapped reads were retained. For L*er* and *top1α*, which are in the Landsberg ecotype, the reads were mapped to a pseudo-L*er* genome generated by incorporating the L*er* polymorphisms into the Tair10 Columbia genome (ftp://ftp.arabidopsis.org/Polymorphisms/Ecker_ler.homozygous_snp.txt). This enables the direct comparison of DMR regions between the Columbia and Landsberg samples.

DMRs were identified following a published method [27] with some modifications. In brief, the genome was split into continuous 100 bp windows. The Cs or Ts were counted in each window in the three different contexts (CG, CHG or CHH) separately. Only windows with least 4 Cs each sequenced at least 4 times in the wild-type sample were kept for the DMR analysis. The methylation level for a window was determined as:
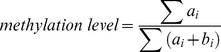
in which *a_i_* denotes the number of read “C”s and *b_i_* denotes the number of read “T”s mapping to the *i*th cytosine site. The methylation level in each window in wild type is then compared to the corresponding window in a mutant. A methylation difference of 0.4, 0.2, and 0.1 for CG, CHG, and CHH, and an adjusted p-value (FDR)<0.01 (Fisher's exact test) were used as the cutoff for defining DMRs.

Additional measures were taken to reduce experimental noise. First, two or three biological replicates/alleles were examined. In deriving initial DMRs, we compared each wild type/mutant pair from the same biological replicate (Table S5). Then, DMRs located within 200 bp of each other were merged. Next, the overlap in DMRs from the two biological replicates/alleles was identified (Table S5). Finally, we removed the DMRs that overlapped with the hypervariability (HV) regions found to be prone to changes in DNA methylation [28], [29] (Table S5).

See Text S1 for Supplemental Methods and Table S8 for oligonucleotides used in this study.

### Accession numbers and data deposition

The gene accession numbers used in this study are At5g55310 (*TOP1α*), At5g55300 (*TOP1β*), At1g05460 (*NRPD1*), and At2g40030 (*NRPE1*). MethylC-seq and small RNA-seq read data have been deposited into NCBI GEO under the identification numbers GSE50691 and GSE50720, respectively.

## Supporting Information

Figure S1 The nature of *top1α* and *top1β* alleles and the effects of *top1α-2* on DNA methylation at several loci. (A) Schematic representation of *TOP1α* and *TOP1β* and several mutant alleles. The white triangles represent T-DNA insertions. *top1α-2* is a point mutation that causes an early stop codon (star). (B) *top1α-2^Col^* does not de-repress *LUCL*. *top1α-2^Col^* is *top1α-2* introgressed into Col-0 through five backcrosses. *LUCL ago4-6* and *LUCL drm2-6* were included as positive controls, as *ago4-6* and *drm2-6* weakly de-repress *LUCL* [20]. (C) DNA blot analysis of the *MEA-ISR* locus. Genomic DNA from ten-day old seedlings was digested with *Msp*I and hybridized with a probe corresponding to the *MEA-ISR* locus. *MspI* cuts unmethylated DNA in a CHG context. The upper and lower bands represent methylated and unmethylated DNA. *nrpe1-11* is a Pol V mutant in the Col-0 background. No change was observed between *top1α-2* and L*er* (the wild-type control for *top1α-2*). (D) DNA blot analysis of 180 bp and 5S repeats. Left panel: Genomic DNA from ten-day old seedlings was digested with *Msp*I and hybridized with a probe corresponding to the 180 bp centromeric repeats. *cmt3-7* is a control with reduced CHG methylation. *top1α-2* has a slight reduction in CHG methylation at the 180 bp repeats as compared to L*er*. Right panel: Genomic DNA from ten-day old seedlings digested with *Hae*III and hybridized with a probe corresponding to the *5S* loci. *Hae*III recognizes the GGCC sequence, but cannot cut when the last C is methylated, thus it is sensitive to CHH methylation. *nrpd1-3* is a Pol IV mutant and *nrpe1-11* is a Pol V mutant. Both serve as controls with reduced CHH methylation and are to be compared to Col-0 as wild type. No change was observed between *top1α-2* and L*er*, the wild-type control for *top1α-2*. (E) CPT treatment results in reductions in DNA methylation at several RdDM loci in a *CMT3*- and *KYP*-dependent manner. McrBC-qPCR analysis was performed to quantify DNA methylation levels in CPT-treated L*er* (wild type), *cmt3-7* or *kyp-2* ten-week-old seedlings. Relative DNA ratios between CPT treatment and DMSO treatment are shown. Higher DNA levels in this assay correlate with lower levels of DNA methylation. *At1g40129* served as an internal unmethylated control. Error bars represent standard deviations calculated from three biological replicates.
(TIF) Click here for additional data file.

Figure S2 Representative screen shots of an overlay of MethylC-seq and small RNA-seq at three genomic regions in various genotypes. The three different loci (A–C) are indicated by their genomic coordinates above the tracks. The top five tracks depict CHH methylation (blue vertical lines). The y-axis indicates the methylation level from 0 (0%) to 1 (100%). The next four tracks represent small RNAs (purple vertical lines). The y-axis indicates small RNA abundance normalized by read depth. The positions of genes or transposable elements (TEs) are indicated below the small RNA tracks, with the green and brown rectangles representing genes and TEs, respectively. The position of these boxes (above or below the line) indicates which DNA strand those features are transcribed from. The black, orange, and purple rectangles at the bottom indicate the positions of WT-*top1α* DMRs, Col-*nrpd1-3* DSRs, and L*er*-*top1α-2* DSRs, respectively. DMRs, differentially methylated regions; DSRs, differential small RNA regions.
(TIF) Click here for additional data file.

Figure S3 *TOP1α* does not globally contribute to small RNA accumulation. (A) Loss of *TOP1α* did not significantly change siRNA (cluster4, soloLTR, siR1003) and miRNA (miR173) levels. RNA blots were performed for L*er* (wild type) and *top1α-2*. U6 was used as an internal loading control. The numbers indicate the relative abundance of the small RNAs in the mutant (with that in the wild type set to 1.0). (B) The size distribution of total small RNA reads in L*er* and *top1α-2* is largely similar. (C) Box-and-whisker plots of global small RNA abundance in various genotypes. The whiskers extend to the most extreme data points that are no more than 1.5 times the interquartile range from the box. Significant reduction is indicated by “*” (P<10^−10^ Mann–Whitney U test). *nrpd1-3* and *nrpe1-11* have mutations in Pol IV and Pol V, respectively, and are to be compared to Col-0 (wild type). Small RNAs were mapped to the genome, which is divided into 500 bp static windows. Only windows in which read abundance was at least 10 RPM in Col-0 or L*er* are considered. The x-axis represents the genotypes as indicated. The y-axis shows normalized read abundance (in RPM, reads per million) in 500 bp windows. Small RNA levels were unaffected in the *top1α* mutant, whereas they were reduced in *nrpd1-3* and *nrpe1-11* as compared to Col-0.
(TIF) Click here for additional data file.

Table S1 Summary of bisulfite conversion efficiency for each genotype.
(PDF) Click here for additional data file.

Table S2 Read coverage of whole genome bisulfite sequencing libraries.
(PDF) Click here for additional data file.

Table S3 Correlation coefficient values for the different biological replicates of each genotype in MethylC-seq.
(PDF) Click here for additional data file.

Table S4 DMRs between wild-type samples.
(PDF) Click here for additional data file.

Table S5 Derivation of DMRs between wild type and *top1α*, *nrpd1-3*, or *nrpe1-11*.
(PDF) Click here for additional data file.

Table S6 Final WT-*top1α* DMRs.
(PDF) Click here for additional data file.

Table S7 Only a small number of differential small RNA regions (DSRs) were found between wild type and *top1α-2*. Whole genome high throughput sequencing was performed for small RNAs in wild type (Col-0 and L*er*), *nrpd1-3*, a Pol IV mutant, *nrpe1-11*, a Pol V mutant, and *top1α-2*. *nrpd1-3* and *nrpe1-11* are to be compared to Col-0 and *top1α-2* is to be compared to L*er*. The genome was divided into 500 bp static windows and small RNA reads in each window were counted and compared between each mutant and its corresponding wild type. Thousands of DSRs were found in *nrpd1-3* or *nrpe1-11* as compared to Col-0, but only 71 were found in *top1α-2* relative to L*er* (see Experimental Procedures for the derivation of DSRs). The numbers of DSRs mapping to different genomic features (TE, gene, and inergenic region) are listed. TE = transposable element. “Reduced” and “increased” refer to DSRs with reduced and increased small RNA read counts in the mutants, respectively.
(PDF) Click here for additional data file.

Table S8 Oligonucleotides used in this study.
(PDF) Click here for additional data file.

Text S1 Supplemental methods.
(DOCX) Click here for additional data file.

# Supplementary material for: DNA Topoisomerase 1α Promotes Transcriptional Silencing of Transposable Elements through DNA Methylation and Histone Lysine 9 Dimethylation in Arabidopsis
**Source:** PLoS Genet. 2014 Jul 3;10(7):e1004446. doi: 10.1371/journal.pgen.1004446
**Supplement:** Table S1 — Summary of bisulfite conversion efficiency for each genotype.

**Table S1. Summary of bisulfite conversion efficiency for each genotype**

|                          | <b>CG</b> | <b>CHG</b> | <b>CHH</b> | <b>Total C</b> |
|--------------------------|-----------|------------|------------|----------------|
| <b>Col-0 A*</b>          | 98.0%     | 97.9%      | 97.8%      | 97.8%          |
| <b>Col-0 B*</b>          | 98.2%     | 98.1%      | 97.8%      | 97.9%          |
| <b>Col-0 C*</b>          | 98.0%     | 97.9%      | 97.8%      | 97.9%          |
| <b><i>nrpd1-3</i> B</b>  | 98.0%     | 98.0%      | 97.8%      | 97.9%          |
| <b><i>nrpd1-3</i> C</b>  | 97.9%     | 97.8%      | 97.7%      | 97.7%          |
| <b><i>nrpe1-11</i> B</b> | 98.1%     | 98.1%      | 97.9%      | 97.9%          |
| <b><i>nrpe1-11</i> C</b> | 98.0%     | 98.0%      | 97.9%      | 97.9%          |
| <b><i>top1α-7</i> A</b>  | 98.0%     | 97.9%      | 97.8%      | 97.9%          |
| <b>Ler A</b>             | 97.7%     | 97.7%      | 97.6%      | 97.6%          |
| <b><i>top1α-2</i> A</b>  | 97.6%     | 97.6%      | 97.5%      | 97.5%          |

\* “A”, “B”, and “C” denote different biological replicates. All samples with the same letter notation were processed at the same time with the biological materials grown at the same time and in the same manner.

# Supplementary material for: DNA Topoisomerase 1α Promotes Transcriptional Silencing of Transposable Elements through DNA Methylation and Histone Lysine 9 Dimethylation in Arabidopsis
**Source:** PLoS Genet. 2014 Jul 3;10(7):e1004446. doi: 10.1371/journal.pgen.1004446
**Supplement:** Table S2 — Read coverage of whole genome bisulfite sequencing libraries.

**Table S2. Read coverage of whole genome bisulfite sequencing libraries**

| <b>CHH</b>                 | <b># of sequenced <sup>m</sup>C</b> | <b># of total sequenced C</b> | <b>31198380 *</b>               |
|----------------------------|-------------------------------------|-------------------------------|---------------------------------|
|                            |                                     |                               | <b>Coverage<sup>&amp;</sup></b> |
| <b>Col-0 A<sup>§</sup></b> | 12949522                            | 351132278                     | 11.255                          |
| <b>Col-0 B<sup>§</sup></b> | 6974394                             | 228191510                     | 7.314                           |
| <b>Col-0 C<sup>§</sup></b> | 8081587                             | 276670598                     | 8.868                           |
| <b><i>top1a-7</i> A</b>    | 10469168                            | 316538238                     | 10.146                          |
| <b><i>Ler</i> A</b>        | 11536699                            | 291162622                     | 9.333                           |
| <b><i>top1a-2</i> A</b>    | 11304607                            | 298325796                     | 9.562                           |
| <b><i>nrpd1-3</i> B</b>    | 3996254                             | 221784087                     | 7.109                           |
| <b><i>nrpd1-3</i> C</b>    | 3928539                             | 238723704                     | 7.652                           |
| <b><i>nrpe1-11</i> B</b>   | 5488089                             | 293648870                     | 9.412                           |
| <b><i>nrpe1-11</i> C</b>   | 3147078                             | 175298018                     | 5.619                           |
|                            |                                     |                               |                                 |
| <b>CG</b>                  | <b># of sequenced <sup>m</sup>C</b> | <b># of total sequenced C</b> | <b>5567714 **</b>               |
|                            |                                     |                               | <b>Coverage<sup>&amp;</sup></b> |
| <b>Col-0 A</b>             | 20359074                            | 63064636                      | 11.327                          |
| <b>Col-0 B</b>             | 11967876                            | 40092653                      | 7.201                           |
| <b>Col-0 C</b>             | 14292137                            | 48943906                      | 8.791                           |
| <b><i>top1a-7</i> A</b>    | 17407808                            | 57735189                      | 10.370                          |
| <b><i>Ler</i> A</b>        | 16292750                            | 54895136                      | 9.860                           |
| <b><i>top1a-2</i> A</b>    | 15579371                            | 55729079                      | 10.009                          |
| <b><i>nrpd1-3</i> B</b>    | 11233072                            | 40655236                      | 7.302                           |
| <b><i>nrpd1-3</i> C</b>    | 11410979                            | 42322601                      | 7.601                           |
| <b><i>nrpe1-11</i> B</b>   | 14992909                            | 51859716                      | 9.314                           |
| <b><i>nrpe1-11</i> C</b>   | 8591198                             | 30902224                      | 5.550                           |
|                            |                                     |                               |                                 |
| <b>CHG</b>                 | <b># of sequenced <sup>m</sup>C</b> | <b># of total sequenced C</b> | <b>6093657 ***</b>              |
|                            |                                     |                               | <b>Coverage<sup>&amp;</sup></b> |
| <b>Col-0 B</b>             | 7756135                             | 66779144                      | 10.959                          |
| <b>Col-0 A</b>             | 4368090                             | 43083879                      | 7.070                           |
| <b>Col-0 C</b>             | 5122123                             | 52159761                      | 8.560                           |
| <b><i>top1a-7</i> A</b>    | 6866937                             | 61918007                      | 10.161                          |
| <b><i>Ler</i> A</b>        | 6504312                             | 59145337                      | 9.706                           |
| <b><i>top1a-2</i> A</b>    | 6227381                             | 60355438                      | 9.905                           |
| <b><i>nrpd1-3</i> B</b>    | 3536815                             | 43885788                      | 7.202                           |
| <b><i>nrpd1-3</i> C</b>    | 3458560                             | 45355541                      | 7.443                           |
| <b><i>nrpe1-11</i> B</b>   | 4982617                             | 55895446                      | 9.173                           |
| <b><i>nrpe1-11</i> C</b>   | 2750976                             | 33011274                      | 5.417                           |
|                            |                                     |                               |                                 |
| <b>Total</b>               | <b># of sequenced <sup>m</sup>C</b> | <b># of total sequenced C</b> | <b>42859751 ****</b>            |
|                            |                                     |                               | <b>Coverage<sup>&amp;</sup></b> |
| <b>Col-0 B</b>             | 41064731                            | 480976058                     | 11.222                          |
| <b>Col-0 A</b>             | 23310360                            | 311368042                     | 7.265                           |

|                          |          |           |        |
|--------------------------|----------|-----------|--------|
| <b>Col-0 C</b>           | 27495847 | 377774265 | 8.814  |
| <b><i>top1a-7</i> A</b>  | 34743913 | 436191434 | 10.177 |
| <b>Ler A</b>             | 34333761 | 405203095 | 9.454  |
| <b><i>top1a-2</i> A</b>  | 33111359 | 414410313 | 9.669  |
| <b><i>nrpd1-3</i> B</b>  | 18766141 | 306325111 | 7.147  |
| <b><i>nrpd1-3</i> C</b>  | 18798078 | 326401846 | 7.616  |
| <b><i>nrpe1-11</i> B</b> | 25463615 | 401404032 | 9.366  |
| <b><i>nrpe1-11</i> C</b> | 14489252 | 239211516 | 5.581  |

\* # of total CHH sites in genome \*\* # of total CG sites in genome \*\*\* # of total CHG sites in genome \*\*\*\* # of total C sites in genome

& Coverage = # of total sequenced C/# of total CXX sites in genome

§ “A”, “B”, and “C” denote different biological replicates. All samples with the same letter notation were processed at the same time with the biological materials grown at the same time and in the same manner.

# Supplementary material for: DNA Topoisomerase 1α Promotes Transcriptional Silencing of Transposable Elements through DNA Methylation and Histone Lysine 9 Dimethylation in Arabidopsis
**Source:** PLoS Genet. 2014 Jul 3;10(7):e1004446. doi: 10.1371/journal.pgen.1004446
**Supplement:** Table S3 — Correlation coefficient values for the different biological replicates of each genotype in MethylC-seq.

**Table S3. Correlation coefficient values for the different biological replicates of each genotype in MethylC-seq**

|                            | <b>Col-0 A</b>           | <b>Col-0 B</b> | <b>Col-0 C</b> |
|----------------------------|--------------------------|----------------|----------------|
| <b>Col-0 A<sup>§</sup></b> |                          | 0.997          | 0.997          |
| <b>Col-0 B<sup>§</sup></b> | 0.997                    |                | 0.997          |
| <b>Col-0 C<sup>§</sup></b> | 0.997                    | 0.997          |                |
|                            | <b><i>nrpd1-3 C</i></b>  |                |                |
| <b><i>nrpd1-3 B</i></b>    | 0.998                    |                |                |
|                            | <b><i>nrpe1-11 C</i></b> |                |                |
| <b><i>nrpe1-11 B</i></b>   | 0.997                    |                |                |

<sup>§</sup> “A”, “B”, and “C” denote different biological replicates. All samples with the same letter notation were processed at the same time with the biological materials grown at the same time and in the same manner.

# Supplementary material for: DNA Topoisomerase 1α Promotes Transcriptional Silencing of Transposable Elements through DNA Methylation and Histone Lysine 9 Dimethylation in Arabidopsis
**Source:** PLoS Genet. 2014 Jul 3;10(7):e1004446. doi: 10.1371/journal.pgen.1004446
**Supplement:** Table S4 — DMRs between wild-type samples.

**Table S4. DMRs between wild-type samples**

A. Number of DMRs between any two Col replicates in this study

|                 | CG | CHG | CHH  |
|-----------------|----|-----|------|
| Col A vs. Col B | 21 | 8   | 2139 |
| Col A vs. Col C | 66 | 19  | 3452 |
| Col B vs. Col C | 10 | 2   | 1708 |

B. Number of DMRs between any two wild-type (WT) samples in a published study [27]

|             | CG   | CHG  | CHH   |
|-------------|------|------|-------|
| WT1 vs. WT2 | 1978 | 2804 | 15393 |
| WT1 vs. WT3 | 1762 | 213  | 4151  |
| WT2 vs. WT3 | 446  | 550  | 15392 |

27. Stroud H, Greenberg MV, Feng S, Bernatavichute YV, Jacobsen SE (2013) Comprehensive analysis of silencing mutants reveals complex regulation of the *Arabidopsis* methylome. Cell 152: 352-364.

# Supplementary material for: DNA Topoisomerase 1α Promotes Transcriptional Silencing of Transposable Elements through DNA Methylation and Histone Lysine 9 Dimethylation in Arabidopsis
**Source:** PLoS Genet. 2014 Jul 3;10(7):e1004446. doi: 10.1371/journal.pgen.1004446
**Supplement:** Table S5 — Derivation of DMRs between wild type and top1α, nrpd1-3, or nrpe1-11.

**Table S5. Derivation of DMRs between wild type and *top1a*, *nrpd1-3*, or *nrpe1-11***

**A. DMRs between wild type and *top1a***

**Col A vs. *top1a-7* A\***

100 bp DMRs in *top1a-7*

|            | CHH  | CG   | CHG |
|------------|------|------|-----|
| increased^ | 1151 | 1525 | 147 |
| reduced^   | 3143 | 2378 | 85  |

Merge the DMRs that lie within 200bp of each other

|           | CHH  | CG   | CHG |
|-----------|------|------|-----|
| increased | 1080 | 1421 | 113 |
| reduced   | 2722 | 2190 | 65  |

**Ler A vs. *top1a-2* A\***

100 bp DMRs in *top1a-2*

|           | CHH  | CG   | CHG |
|-----------|------|------|-----|
| increased | 768  | 738  | 106 |
| reduced   | 1357 | 1848 | 505 |

Merge the DMRs that lie within 200bp of each other

|           | CHH  | CG   | CHG |
|-----------|------|------|-----|
| increased | 719  | 699  | 85  |
| reduced   | 1029 | 1545 | 270 |

Overlap between *top1a-7* and *top1a-2*

|           | CHH | CG | CHG |
|-----------|-----|----|-----|
| increased | 11  | 12 | 1   |
| reduced   | 98  | 36 | 0   |

Final DMRs after removing overlap with HVR\*\*

|           | CHH | CG | CHG |
|-----------|-----|----|-----|
| increased | 10  | 9  | 1   |
| reduced   | 97  | 35 | 0   |

**B. DMRs between wild type (Col) and *nrpd1-3***

**Col B vs. *nrpd1-3* B\***

100 bp DMRs in *nrpd1-3* B

|            | CHH   | CG   | CHG  |
|------------|-------|------|------|
| increased^ | 307   | 2708 | 198  |
| reduced^   | 27892 | 3982 | 7928 |

Merge the DMRs that lie within 200bp of each other

|           | CHH   | CG   | CHG  |
|-----------|-------|------|------|
| increased | 290   | 2532 | 146  |
| reduced   | 10465 | 3330 | 5525 |

**Col C vs. *nrpd1-3* C\***

100 bp DMRs in *nrpd1-3* C

|           | CHH   | CG   | CHG  |
|-----------|-------|------|------|
| increased | 329   | 3465 | 311  |
| reduced   | 28583 | 4415 | 8914 |

Merge the DMRs that lie within 200bp of each other

|  | CHH   | CG   | CHG  |
|--|-------|------|------|
|  | 313   | 3192 | 227  |
|  | 10629 | 3704 | 6067 |

Overlap between *nrpd1-3* B and *nrpd1-3* C

|           | CHH  | CG   | CHG  |
|-----------|------|------|------|
| increased | 10   | 1413 | 57   |
| reduced   | 8234 | 1981 | 4442 |

Final DMRs after removing overlap with HVR\*\*

|           | CHH  | CG   | CHG  |
|-----------|------|------|------|
| increased | 9    | 1251 | 42   |
| reduced   | 7541 | 1850 | 4319 |

**C. DMRs between wild type (Col) and *nrpe1-11***

**Col B vs. *nrpe1-11* B\***

100 bp DMRs in *nrpe1-11* B

|  | CHH | CG | CHG |
|--|-----|----|-----|
|--|-----|----|-----|

**Col C vs. *nrpe1-11* C\***

100 bp DMRs in *nrpe1-11* C

|  | CHH | CG | CHG |
|--|-----|----|-----|
|--|-----|----|-----|

|                        |       |      |      |
|------------------------|-------|------|------|
| increased <sup>^</sup> | 446   | 3670 | 548  |
| reduced <sup>^</sup>   | 30049 | 5842 | 9418 |

|           |       |      |      |
|-----------|-------|------|------|
| increased | 639   | 4205 | 442  |
| reduced   | 26762 | 5893 | 8163 |

Merge the DMRs that lie within 200bp of each other

|           | CHH   | CG   | CHG  |
|-----------|-------|------|------|
| increased | 418   | 3423 | 424  |
| reduced   | 10587 | 4696 | 6261 |

Merge the DMRs that lie within 200bp of each other

|           | CHH  | CG   | CHG  |
|-----------|------|------|------|
| increased | 608  | 3859 | 339  |
| reduced   | 9966 | 4655 | 5598 |

Overlap between *nrpe1-11* B and *nrpe1-11* C

|           | CHH  | CG   | CHG  |
|-----------|------|------|------|
| increased | 16   | 1952 | 131  |
| reduced   | 8209 | 3258 | 4815 |

Final DMRs after removing overlap with HVR\*\*

|           | CHH  | CG   | CHG  |
|-----------|------|------|------|
| increased | 15   | 1714 | 107  |
| reduced   | 7535 | 3091 | 4677 |

\* “A”, “B”, and “C” denote different biological replicates. All samples with the same letter notation were processed at the same time with the biological materials grown at the same time and in the same manner.

\*\* **Hypervariable Regions (HVR)**

HVR regions were according to studies by Becker et al. (2011) Nature 480, 245-249 and Schmitz et al. (2011) Science 334, 369-373.

Final DMR= Overlap of two alleles or replicates - Overlap with HVR

<sup>^</sup> "increased" and "reduced" refer to DMRs with increased and reduced DNA methylation in the mutant relative to wild type, respectively.

# Supplementary material for: DNA Topoisomerase 1α Promotes Transcriptional Silencing of Transposable Elements through DNA Methylation and Histone Lysine 9 Dimethylation in Arabidopsis
**Source:** PLoS Genet. 2014 Jul 3;10(7):e1004446. doi: 10.1371/journal.pgen.1004446
**Supplement:** Table S6 — Final WT-top1α DMRs.

**Table S6. Final WT-*top1α* DMRs**

| increased         |                  |                   |
|-------------------|------------------|-------------------|
| CG                | CHG              | CHH               |
| Chr1_15925200_100 | Chr2_6147000_100 | Chr1_1293500_100  |
| Chr4_7724400_200  |                  | Chr1_13313800_200 |
| Chr3_5365500_100  |                  | Chr1_9384800_100  |
| Chr3_8352000_100  |                  | Chr2_19414400_100 |
| Chr1_7093000_100  |                  | Chr2_6677600_100  |
| Chr2_13238100_100 |                  | Chr2_7961300_100  |
| Chr2_13358600_100 |                  | Chr3_11501800_200 |
| Chr3_11722000_100 |                  | Chr3_15729200_100 |
| Chr3_8523700_100  |                  | Chr5_10232300_100 |
|                   |                  | Chr5_9340100_100  |

|                                 |
|---------------------------------|
| Key:                            |
| Pol IV- & Pol V-<br>dependent   |
| Pol IV-dependent                |
| Pol V-dependent                 |
| Pol IV- & Pol V-<br>independent |

The DMRs are denoted by their chromosome locations and the positions of their first nucleotides and the lengths of the regions.

Chr3\_8397400\_200  
Chr3\_9853000\_100  
Chr4\_1064100\_100  
Chr4\_17213900\_100  
Chr4\_17624600\_500  
Chr4\_2367300\_100  
Chr4\_2398900\_300  
Chr4\_298000\_100  
Chr4\_3355100\_100  
Chr4\_5144000\_100  
Chr4\_5559700\_100  
Chr4\_8013200\_100  
Chr4\_8252300\_200  
Chr5\_10531200\_100  
Chr5\_11030500\_300  
Chr5\_13723200\_100  
Chr5\_15012300\_100  
Chr5\_15942300\_300  
Chr5\_18624800\_100  
Chr5\_19526300\_300  
Chr5\_20209300\_400  
Chr5\_20427400\_200  
Chr5\_20527500\_400  
Chr5\_20743700\_100  
Chr5\_20855700\_100  
Chr5\_21028100\_100  
Chr5\_22621300\_100  
Chr5\_24370800\_200  
Chr5\_7467800\_300  
Chr5\_8037400\_100  
Chr5\_8101400\_100  
Chr5\_8160600\_400  
Chr5\_8893300\_100  
Chr4\_2416000\_300  
Chr3\_14241100\_100  
Chr1\_12016000\_100  
Chr1\_15935500\_200  
Chr2\_17190200\_100  
Chr2\_6853000\_100  
Chr2\_8092100\_100  
Chr3\_16647200\_200  
Chr3\_8328700\_100  
Chr5\_12399200\_100  
Chr5\_9642100\_100

# Supplementary material for: DNA Topoisomerase 1α Promotes Transcriptional Silencing of Transposable Elements through DNA Methylation and Histone Lysine 9 Dimethylation in Arabidopsis
**Source:** PLoS Genet. 2014 Jul 3;10(7):e1004446. doi: 10.1371/journal.pgen.1004446
**Supplement:** Table S7 — Only a small number of differential small RNA regions (DSRs) were found between wild type and top1α-2. Whole genome high throughput sequencing was performed for small RNAs in wild type (Col-0 and Ler), nrpd1-3, a Pol IV mutant, nrpe1-11, a Pol V mutant, and top1α-2. nrpd1-3 and nrpe1-11 are to be compared to Col-0 and top1α-2 is to be compared to Ler. The genome was divided into 500 bp static windows and small RNA reads in each window were counted and compared between each mutant and its corresponding wild type. Thousands of DSRs were found in nrpd1-3 or nrpe1-11 as compared to Col-0, but only 71 were found in top1α-2 relative to Ler (see Experimental Procedures for the derivation of DSRs). The numbers of DSRs mapping to different genomic features (TE, gene, and inergenic region) are listed. TE = transposable element. “Reduced” and “increased” refer to DSRs with reduced and increased small RNA read counts in the mutants, respectively.

**Table S7. Only a small number of differential small RNA regions (DSRs) were found between wild type and *top1a-2*.**

Whole genome high throughput sequencing was performed for small RNAs in wild type (Col-0 and *Ler*), *nrpd1-3*, a Pol IV mutant, *nrpe1-11*, a Pol V mutant, and *top1a-2*. *nrpd1-3* and *nrpe1-11* are to be compared to Col-0 and *top1a-2* is to be compared to *Ler*. The genome was divided into 500bp static windows and small RNA reads in each window were counted and compared between each mutant and its corresponding wild type. Thousands of DSRs were found in *nrpd1-3* or *nrpe1-11* as compared to Col-0, but only 71 were found in *top1a-2* relative to *Ler* (see Experimental Procedures for the derivation of DSRs). The numbers of DSRs mapping to different genomic features (TE, gene, and intergenic region) are listed. TE= transposable element. “Reduced” and “increased” refer to DSRs with reduced and increased small RNA read count in the mutants, respectively.

|                     | <i>nrpd1-3/Col-0</i> | <i>nrpe1-11/Col-0</i> | <i>top1a-2/Ler</i> |
|---------------------|----------------------|-----------------------|--------------------|
| <b>&gt;=10 RPM*</b> | 10729                | 13961                 | 10066              |
| <b>reduced</b>      | <i>nrpd1-3/Col-0</i> | <i>nrpe1-11/Col-0</i> | <i>top1a-2/Ler</i> |
| TE                  | 5746                 | 2089                  | 25                 |
| gene                | 681                  | 352                   | 15                 |
| intergenic          | 2056                 | 1083                  | 31                 |
| total               | 8483                 | 3524                  | 71                 |
|                     |                      |                       |                    |
| <b>increased</b>    | <i>nrpd1-3/Col-0</i> | <i>nrpe1-11/Col-0</i> | <i>top1a-2/Ler</i> |
| TE                  | 9                    | 294                   | 106                |
| gene                | 27                   | 31                    | 20                 |
| intergenic          | 14                   | 60                    | 17                 |
| total               | 50                   | 385                   | 143                |

\* The numbers of windows with at least 10 RPM (reads per million) of small RNAs in one of the two libraries. 

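The same filter applied to the deposited RPM gave 10729 windows for *nrpd1-3* and Col-0, 13961 for *nrpe1-11* and Col-0, and 10066 for *top1α-2* and L*er*. Since the libraries differ in depth, 10 RPM stood for 35 reads in Col-0, 19 in *nrpd1-3*, 26 in *nrpe1-11*, 36 in L*er* and 17 in *top1α-2*. A window enters the comparison when either library of the pair reaches this level, so windows gained in a mutant are included as well as windows lost. The split of the DSRs into TEs, genes and intergenic regions was not analysed here, since the annotation used holds no transposable elements.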

Only these windows were used in subsequent DSR derivation.

# Supplementary material for: DNA Topoisomerase 1α Promotes Transcriptional Silencing of Transposable Elements through DNA Methylation and Histone Lysine 9 Dimethylation in Arabidopsis
**Source:** PLoS Genet. 2014 Jul 3;10(7):e1004446. doi: 10.1371/journal.pgen.1004446
**Supplement:** Table S8 — Oligonucleotides used in this study.

**Table S8. Oligonucleotides used in this study**

| <b>Name</b>         | <b>Oligonucleotide Sequence</b>           | <b>Application</b>          |
|---------------------|-------------------------------------------|-----------------------------|
| <b>lucp6</b>        | 5'-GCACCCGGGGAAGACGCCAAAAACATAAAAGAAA-3'  | McrBC-PCR,<br>Southern blot |
| <b>lucp7</b>        | 5'-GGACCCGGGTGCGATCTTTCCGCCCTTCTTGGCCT-3' | McrBC-PCR,<br>Southern blot |
| <b>Actin1-F</b>     | 5'-CCAAGCAGCATGAAGATCAA-3'                | McrBC-PCR                   |
| <b>Actin1-R</b>     | 5'-TGAACAATCGATGGACCTGA-3'                | McrBC-PCR                   |
| <b>35Sf</b>         | 5'-CAAAGCAAGTGGATTGATGTGA-3'              | McrBC-PCR,<br>Southern blot |
| <b>35Sr</b>         | 5'-TTTCCACGATGCTCCTCGT-3'                 | Southern blot               |
| <b>LUC 0.13k R</b>  | 5'-TATGTGCATCTGTAAAAGCAA-3'               | McrBC-PCR                   |
| <b>YZ 35S Bis F</b> | 5'-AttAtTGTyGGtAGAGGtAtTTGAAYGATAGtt-3'   | Bisulfite sequencing        |
| <b>YZ LUC Bis R</b> | 5'-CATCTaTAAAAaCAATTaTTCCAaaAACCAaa-3'    | Bisulfite sequencing        |
| <b>N_UBQ5</b>       | 5'-GGTGCTAAGAAGAGGAAGAAT-3'               | RT-PCR,<br>loading control  |
| <b>C_UBQ5</b>       | 5'-CTCCTTCTTTCTGGTAAACGT-3'               | RT-PCR,<br>loading control  |
| <b>LUCmF5</b>       | 5'-CTCCCCTCTCTAAGGAAGTCG-3'               | RT-PCR for LUC              |
| <b>LUCmR5</b>       | 5'-CCAGAATGTAGCCATCCATC-3'                | RT-PCR for LUC              |
| <b>At2g19990 -F</b> | 5'-TCACCCGAACAGTTGGAAGAA-3'               | McrBC-PCR                   |
| <b>At2g19990 -R</b> | 5'-GTGAGGAACCGGTCCATTATTGCT-3'            | McrBC-PCR                   |
| <b>Cluster4-F1</b>  | 5'-CGTCCTCAAAGTTCCAGAGAT -3'              | qRT-PCR                     |

|                        |                                              |                                      |
|------------------------|----------------------------------------------|--------------------------------------|
| <b>Cluster4-R1</b>     | 5'-CGGTATTCTCCATCCCAAAG -3'                  | qRT-PCR                              |
| <b>AtCopia2-F1</b>     | 5'-TTGCCCCAACAACAAAAA -3'                    | qRT-PCR                              |
| <b>AtCopia2-R1</b>     | 5'-CAGAGAAAGAGATAGAAGAAATGA -3'              | qRT-PCR                              |
| <b>AtMuI-F1</b>        | 5'-GGCAGTCGGTTTGTCTATTCT -3'                 | qRT-PCR                              |
| <b>AtMuI-R1</b>        | 5'-CCTTCTTGGCATGGTTCTTC -3'                  | qRT-PCR                              |
| <b>MEA ISR-F1</b>      | 5'-CGCGAACGACTATTGCTAAA -3'                  | qRT-PCR B region                     |
| <b>MEA ISR-R1</b>      | 5'-ACGATTCCACAAATCCAACA-3'                   | qRT-PCR B region                     |
| <b>MEA-RT-R</b>        | 5'-TGAAATCTAACCGGATTTTGG -3'                 | Gene specific primer for RT B region |
| <b>LNA-siR1003</b>     | 5'-A+TGC+CAA+GTT+TGG+CCT+CAC+CGT+C-3'        | Probe for northern blot              |
| <b>LNA-cluster4</b>    | 5'-AA+GATC+AAAC+ATCA+GCA+GCGTC+AG+AGG+CTT-3' | Probe for northern blot              |
| <b>SoloLTR</b>         | 5'-GGATTCACGATTAGAGAACGTAGA-3'               | Probe for northern blot              |
| <b>LNA-miR173</b>      | 5'-GT+GAT+TTC+TCT+CTG+TAA+GCG+AA-3'          | Probe for northern blot              |
| <b>ACTIN60-F</b>       | 5'-ATCCCTCAGCACCTTCCAAC-3'                   | qRT-PCR; control                     |
| <b>ACTIN60-R</b>       | 5'-AAAATCCACATAACAACAGATAGTTCA-3'            | qRT-PCR; control                     |
| <b>Chloro_up_bis F</b> | 5'-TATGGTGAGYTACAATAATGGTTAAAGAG-3'          | Bisulfite sequencing                 |
| <b>Chloro_up_bis R</b> | 5'-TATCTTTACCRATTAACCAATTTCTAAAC-3'          | Bisulfite sequencing                 |
| <b>IGN24-F</b>         | 5'-CGCATACGATGGTCGGAGAGTT -3'                | RT-PCR B region                      |
| <b>IGN24-R</b>         | 5'-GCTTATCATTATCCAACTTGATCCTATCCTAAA -3'     | RT-PCR B region                      |
| <b>AtSN1-F</b>         | 5'-CCAGAAATTCATCTTCTTTGGAAAAG-3'             | RT-PCR B region                      |
| <b>AtSN1-R</b>         | 5'-GCCCAGTGGTAAATCTCTCAGATAGA-3'             | RT-PCR B                             |

|                 |                                         |                                               |
|-----------------|-----------------------------------------|-----------------------------------------------|
|                 |                                         | region                                        |
| <b>IGN26-F</b>  | 5'-CTCTTTCAGTGCGACAGCCTCAT-3'           | RT-PCR B region                               |
| <b>IGN26-R</b>  | 5'-CGGCCAGGAAACCCTAACTTCC-3'            | RT-PCR B region                               |
| <b>IGN5-F</b>   | 5'-CGCAGCGGAATTGACATCCTATC-3'           | RT-PCR B region                               |
| <b>IGN5-R</b>   | 5'-TCGGAAAGAGACTCTCCGCTAGAAA-3'         | RT-PCR B region                               |
| <b>IGN25-F</b>  | 5'-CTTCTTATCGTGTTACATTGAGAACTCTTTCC-3'  | RT-PCR B region                               |
| <b>IGN25-R</b>  | 5'-ATTCGTGTGGGCTTGGCCTCTT-3'            | RT-PCR B region                               |
| <b>IGN15-F</b>  | 5'-CCATAGCATAGAACTTGGCGATATATGAA-3'     | RT-PCR B region                               |
| <b>IGN15-R</b>  | 5'-CGGAAAAGGTAAGGTGGTTGGAAAA-3'         | RT-PCR B region                               |
| <b>IGN23-F</b>  | 5'-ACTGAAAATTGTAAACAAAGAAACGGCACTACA-3' | RT-PCR B region                               |
| <b>IGN23-R</b>  | 5'-GATCGGTCCATAAACTTGTTGGGTTT-3'        | RT-PCR B region                               |
| <b>AtSN1-F</b>  | 5'-ACCAACGTGCTGTTGGCCCAGTGGTAAATC-3'    | qRT-PCR A region;<br>ChIP-qPCR;<br>McrBC-qPCR |
| <b>AtSN1-R</b>  | 5'-AAAATAAGTGGTGGTTGTACAAGC-3'          | qRT-PCR A region;<br>ChIP-qPCR;<br>McrBC-qPCR |
| <b>AtMu1-F1</b> | 5'-CCGAGAACTGGTTGTGGTTT-3'              | qRT-PCR A region;<br>ChIP-qPCR;<br>McrBC-qPCR |
| <b>AtMu1-R1</b> | 5'-GCTCTTGCTTTGGTGATGGT-3'              | qRT-PCR A region;<br>ChIP-qPCR;<br>McrBC-qPCR |
| <b>IGN5-F</b>   | 5'-AAGCCCAAACCATACTAATAATCTAAT-3'       | ChIP-qPCR                                     |
| <b>IGN5-R</b>   | 5'-CCGAATAACAGCAAGTCCTTTTAATA-3'        | ChIP-qPCR                                     |

|                            |                                   |                                               |
|----------------------------|-----------------------------------|-----------------------------------------------|
| <b>IR-71 F1</b>            | 5'-TATCATCCTTCTGGTTTTGG-3'        | qRT-PCR A region;<br>McrBC-qPCR               |
| <b>IR-71 R1</b>            | 5'-AAGCAACATTCATTTCAGC-3'         | qRT-PCR A region;<br>McrBC-qPCR               |
| <b>siR02-F2</b>            | 5'-CAATATGTTCTTCACCATCG-3'        | qRT-PCR A region;<br>McrBC-qPCR               |
| <b>siR02-R2</b>            | 5'-ATTTGCGAACTAATGGAAG-3'         | qRT-PCR A region;<br>McrBC-qPCR               |
| <b>cluster4-F</b>          | 5'-CGTCCTCAAAGTTCCAGA-3'          | qRT-PCR A region;<br>McrBC-qPCR               |
| <b>cluster4-R</b>          | 5'-GGTATTCTCCATCCCAAAG-3'         | qRT-PCR A region;<br>McrBC-qPCR               |
| <b>SoloLTR;I G/LINE-F</b>  | 5'-AACTAACGTCATTACATACACATCTTG-3' | ChIP-qPCR                                     |
| <b>SoloLTR;I G/LINE-R</b>  | 5'-AATTAGGATCTTGTTTGCCAGCTA-3'    | ChIP-qPCR                                     |
| <b>AtGP1-F</b>             | 5'-TGGTTTTTCCTGTCCAGTTTG-3'       | qRT-PCR A region;<br>ChIP-qPCR;<br>McrBC-qPCR |
| <b>AtGP1-R</b>             | 5'-AACAATCCTAACCGGGTTCC-3'        | qRT-PCR A region;<br>ChIP-qPCR;<br>McrBC-qPCR |
| <b>EIF4A1-F</b>            | 5'-TCTTGGTGAAGCGTGATGAG-3'        | ChIP-qPCR                                     |
| <b>EIF4A1-R</b>            | 5'-GCTGAGTTGGGAGATCGAAG-3'        | ChIP-qPCR                                     |
| <b>chr2_1882_324_CHH-F</b> | 5'-CGAGCCAAAAATTGTTGAAAT-3'       | McrBC-qPCR                                    |

|                                           |                                |                                                         |
|-------------------------------------------|--------------------------------|---------------------------------------------------------|
| <b>chr2_1882<br/>324_CHH-<br/>R</b>       | 5'-TTTGAGGGGATAGAGTATCTCTTG-3' | McBC-<br>qPCR                                           |
| <b>TOP1<math>\alpha</math>gen<br/>o-F</b> | 5'-CACCGGCAAGACGGATCTGGAGGG-3' | Generation<br>of <i>TOP1<math>\alpha</math>-<br/>HA</i> |
| <b>TOP1<math>\alpha</math>gen<br/>o-R</b> | 5'-GGGTAAACGAGATCGTTGAATGAC-3' | Generation<br>of <i>TOP1<math>\alpha</math>-<br/>HA</i> |

# Supplementary material for: DNA Topoisomerase 1α Promotes Transcriptional Silencing of Transposable Elements through DNA Methylation and Histone Lysine 9 Dimethylation in Arabidopsis
**Source:** PLoS Genet. 2014 Jul 3;10(7):e1004446. doi: 10.1371/journal.pgen.1004446
**Supplement:** Text S1 — Supplemental methods.

**DNA Topoisomerase 1α Promotes Transcriptional Silencing of Transposable Elements through DNA Methylation and Histone Lysine 9 Dimethylation in *Arabidopsis***

Thanh Theresa Dinh*^,1,2,&^, Lei Gao*^,1^, Xigang Liu*^1,^^, Dongming Li^1,3^, Shengben Li^1^, Yuanyuan Zhao^1^, Michael O’Leary^1^, Brandon Le**^1^**, Robert J. Schmitz^4^, Pablo Manavella^5^, Shaofang Li^1^, Detlef Weigel^5^, Olga Pontes^6^, Joseph R. Ecker^4,7^, and Xuemei Chen^1,8,♯^

**SUPPLEMENTAL MATERIAL**

**SUPPLEMENTAL EXPERIMENTAL PROCEDURES**

**Plant Strains**

The two luciferase-based reporter lines, *LUCH* [[1](#_ENREF_1)] and *LUCL* [[2](#_ENREF_2)], were in the *rdr6-11* background, which prevents posttranscriptional gene silencing of the transgenes [[3](#_ENREF_3),[4](#_ENREF_4),[5](#_ENREF_5)]. *Pro_35S_:miR-LUC Pro_35S_: LUC*, another luciferase-based reporter line, was in the Col-0 background and was used as a reporter for miRNA function [[6](#_ENREF_6)]. *top1α*-*2* (Xigang Liu and Xuemei Chen, unpublished) was in the L*er* and *top1α*-*7* (Salk_112625) in the Col-0 background. Other strains, such as *nrpd1-3* [[7](#_ENREF_7)] and *nrpe1-11* [[8](#_ENREF_8)], were in the Col-0 background. *cmt3-7* [[9](#_ENREF_9)], *kyp-2* [[10](#_ENREF_10)], and *Myc-AGO4* [[11](#_ENREF_11)] were generated in the L*er* background.

To generate *TOP1α:TOP1a-HA top1α*-*2*, the *TOP1α* genomic region was amplified using *TOP1αgenoF*/*TOP1αgenoR* primers (see supplemental Table S8 for their sequences) and L*er* genomic DNA as the template. The PCR product was cloned into *pENTR/D-TOPO* (Invitrogen). After confirmation of the clone by sequencing, the insert was recombined into *pEarleyGate301* [[12](#_ENREF_12)] using a Gateway LR Clonase kit (Invitrogen). The *TOP1α:TOP1a-HA* plasmid was then used to transform *top1α*-*2* plants.

**Plant Growth Conditions, Chemical Screening Conditions and Luciferase Live Imaging**

*Arabidopsis thaliana* seeds were surface sterilized by either 30% bleach or fumigated in an airtight container with a solution containing 50 mL of 100% bleach and 8% HCl for six hours. After, the seeds were planted on half-strength MS-agar plates containing 1% sucrose (no sucrose was added in plates used for chemical screening to minimize fungal growth), stratified at 4°C for two days and moved into a growth chamber. Plants were grown under continuous light at 23°C. All experiments were performed with ten-day-old seedlings. Chemical screen conditions were as previously described [[2](#_ENREF_2)]. CPT was identified as a hit compound through a screen with the LACTA library of 3580 compounds (<http://cutlerlab.blogspot.com/2008/05/latca.html>). Luciferase live imaging was performed as described [[1](#_ENREF_1)].

**Luciferase Activity Assay**

*LUCH, LUCL,* and *Pro_35S_:miR-LUC Pro_35S_: LUC* seeds were grown on selective media plates. After nine days, seedlings were transferred one by one to 96-well, 2 mL plates (Fisher) containing MS media and various chemicals. Luciferin was added immediately prior to the loading of the plates into the TopCount NXT microplate luminescence counter (Perkin Elmer). During the next 48 hours, luciferase luminescence was read every 6-15 minutes for each plate and luciferase luminescence levels were calculated via the Topcount Software Pack (Perkin Elmer).

**RT-PCR and qRT-PCR**

RNA was extracted with Tri-reagent (Trizol) per manufacturer’s instructions. 10μg of total RNA was subjected to DNaseI treatment followed by reverse transcription. RT-PCR was performed on the cDNAs using primers specific for each locus of interest (Table S6). For detecting Pol V-dependent transcripts, the RT SuperScript III kit (Invitrogen) was used and the RT reaction was performed per manufacturer’s instructions with locus-specific primers. qRT-PCR for *MEA-ISR* was performed on the same cDNAs using a Biorad real-time PCR SYBR Green system (Biorad).

**Small RNA Blots**

Total RNA was isolated as described above. For miRNA detection, 5 μg of total RNA was used, whereas 30-40 μg was used for siRNA detection. Small RNA blotting and hybridization of blots was performed as described [[13](#_ENREF_13)].

**Small RNA Library Construction**

Fifty μg total RNA was resolved on a 15% denaturing polyacrylamide gel and a gel slice containing RNAs of 15 to 40 nucleotides (based on the O’ Range Ruler 10 bp RNA ladder (Thermo Scientific)) was extracted and transferred to a 1.5 ml tube. The gel piece was ground, 500μl of 0.4N NaCl (DEPC) was added to the ground mixture, and the tube containing the gel slice was shaken overnight at 4°C. Eluted RNAs were precipitated using ethanol, re-suspended in DEPC water, and used in library construction with the Illumina TruSeq-small RNA sample preparation kit per manufacturer’s instructions (Illumina). In brief, gel-purified small RNAs were ligated sequentially to 3’ and 5’ adaptors. Following reverse transcription, PCR amplification of the cDNA resulted in the small RNA library, which was gel-purified and subjected to high throughput sequencing.

**Analysis of Small RNA High Throughput Sequencing Data**

The raw reads of small RNAs were processed by PERL scripts built in house as described previously [[14](#_ENREF_14)]. Briefly, the raw reads were screened with Illumina’s quality control filter. The reads that passed the filter were separated into different bins according to their barcodes (indexes). The adaptor was trimmed for each read. Reads that match known rRNAs, tRNAs, snRNAs, and snoRNAs were removed. Reads of 20–24 nt were selected as the raw small RNA sequences. For Col-0, *nrpd1-3*, and *nrpe1-11*, which are in the Columbia ecotype, the small RNA reads were mapped to the Tair10 *Arabidopsis* genome with SOAP2 [[15](#_ENREF_15)]. For L*er* and *top1α*, which are in the Landsberg ecotype, the small RNA reads were mapped to a pseudo-L*er* genome generated by incorporating the L*er* polymorphisms into the Tair10 Columbia genome (<ftp://ftp.arabidopsis.org/Polymorphisms/Ecker_ler.homozygous_snp.txt>). This enables the direct comparison of small RNA regions between the Columbia and Landsberg samples.

**Identification of DSRs (Differential Small RNA Regions)**

In order to identify DSRs, every chromosome of *Arabidopsis* was divided into continuous 500 bp windows. Small RNAs whose 5’ nucleotide falls into a 500 bp window were counted as those belonging to this window. The number of reads in every window was recorded and served as the abundance of small RNAs in this window. The reads were normalized to RPM (reads per million). 

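RPM is the number of reads in a window divided by the total reads of its library and scaled to a common library size, which puts libraries of different depth on one scale. In the deposited values, 1 read was 0.289 RPM in Col-0, 0.538 in *nrpd1-3*, 0.393 in *nrpe1-11*, 0.278 in L*er* and 0.614 in *top1α-2*. The windows held 2399881 of the 3459026 reads that make up the Col-0 total, and 1112010 of the 1628358 reads of *top1α-2*. The total thus exceeds the reads assigned to the windows in each library.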

Each mutant was compared with the corresponding wild type. The windows with less than 10 RPMs in both of the libraries in a wild type/mutant pair were excluded from subsequent analysis. P-values were calculated by the Audic-Claverie method [[16](#_ENREF_16)]. The P-values were adjusted as described [[17](#_ENREF_17)] to derive the false discovery rate (FDR). Fold change > 4 and adjusted p-value (FDR) < 0.05 were required to identify DSRs between two genotypes.

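The Audic-Claverie method asks how probable the read number of a window in one library is, given the read number of the same window in the other library and both library totals. It takes account of the sampling of reads alone. Each comparison here was of 1 library with 1 library. When the fold change and the 10 RPM minimum were applied without a test, a setting added after the data were seen, the numbers of DSRs were the same, with 8501 reduced in *nrpd1-3*, 3656 in *nrpe1-11* and 80 in *top1α-2*.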

**McrBC-Based DNA Methylation Assays**

Ten-day-old seedlings were harvested and DNA was isolated via CTAB extraction [[18](#_ENREF_18)]. 500ng was subjected to McrBC (New England Biolabs) treatment in the presence of GTP (New England Biolabs) for two hours and 1μl was used for subsequent qPCR reactions (for primer sequences, see Table S6). For qPCR analysis, all loci were normalized against either At2g19920 or At1g40129 as an internal, unmethylated control. At2g19920 was previously established as an unmethylated locus [[19](#_ENREF_19),[20](#_ENREF_20)]. At1g40129 was found to lack any DNA methylation in our MethylC-seq (this study).

**Southern Blotting**

5 or 10μg of CTAB-extracted DNA was subjected to *Hpa*II, *Hae*III or *Msp*I (New England Biolabs) digestion overnight at 37°C and resolved in a 1% agarose gel. Probes to detect *MEA-ISR* [[21](#_ENREF_21)], 180bp repeats [[22](#_ENREF_22)] and *5S* rDNA [[23](#_ENREF_23)] were generated as previously described. Subsequent gel processing, DNA transfer to membrane, hybridization and analyses steps were performed as previously described [[1](#_ENREF_1)].

**DNA Extraction and Bisulfite Conversion**

For analysis of DNA methylation at a single locus, 2μg of RNase-treated CTAB DNA was subjected to bisulfite conversion per manufacturer’s instructions (Qiagen). The *LUCL* locus was amplified (for primers see Table S6) with Crimson Taq (New England Biolabs) as follows: 94°C for 5 min.; 94°C for 30 sec, 56°C for 3 min, 68°C for 3 min, these steps are repeated an additional four times; 94°C for 30 sec, 56°C for 1min 30 sec, 68°C for 2 min, these steps are repeated an additional 39 times; final extension at 68°C for 5 min. The PCR product was then gel-purified (Zymo Research) and subjected to standard cloning methods using pGEM T-easy vector (Promega). Positive clones were identified and 26 clones were sequenced for each genotype. Only unique clones were processed and analyzed with <http://katahdin.mssm.edu/kismeth/revpage.pl>.

**Bisulfite Sequencing (BS-seq) Library Construction and Sequencing**

For whole-genome bisulfite sequencing, approximately 1μg of genomic DNA was sonicated to 100~300 bp with Diagenode Bioruptor using the following settings: intensity=high, on=30s, off=30s, total time=60min. Sonicated DNA was purified using the PureLink® PCR Purification Kit (Life Sciences). Purified DNA was end-repaired using the End-It kit (Epicentre) except that dCTP was not included in the reaction. The end-repaired DNA was purified with Agencourt AMPure XP beads (Beckman Coulter), A-tailed with dATP and Klenow 3’-5’ exo- (New England Biolabs) for 30 min at 37°C and then purified with Agencourt AMPure XP beads.  The purified DNA was ligated overnight at 16°C to genomic DNA adapters from the Illumina Truseq DNA sample preparation kit with T4 DNA Ligase (New England Biolabs).  Ligation products were purified with AMPure XP beads (Beckman) twice.  Less than 400ng ligated product was converted using the MethylCode Kit (Invitrogen) following the manufacturer’s guidelines except that 12ug carrier RNA (Qiagen) was added into the conversion product before column purification. The final conversion product was amplified using PfuTurbo Cx Hotstart DNA Polymerase (Agilent) under the following PCR conditions (2 minutes at 95°C, 9 cycles of 15 seconds at 98°C, 30 seconds at 60°C, 4 minutes at 72°C and 10 minutes at 72°C). The PCR product was purified with AMpure XP beads to obtain the final library DNA. BS-seq libraries were sequenced at 101 cycles using an Illumina HiSeq 2000.

**DMR Distribution Across Genes, TEs and Intergenic Regions**

The annotation of genes and TEs was according to TAIR10 (<http://www.arabidopsis.org/>). DMRs were first mapped against TEs, and the non-overlapping DMRs were further mapped against genes. The DMRs not overlapping with either TEs or genes were defined as intergenic DMRs.

**SUPPLEMENTAL REFERENCES**

1. Won SY, Li S, Zheng B, Zhao Y, Li D, et al. (2012) Development of a luciferase-based reporter of transcriptional gene silencing that enables bidirectional mutant screening in *Arabidopsis thaliana*. Silence 3: 6.

2. Dinh TT, O'Leary M, Won SY, Li S, Arroyo L, et al. (2013) Generation of a luciferase-based reporter for CHH and CG DNA methylation in *Arabidopsis thaliana*. Silence 4: 1.

3. Dalmay T, Hamilton A, Rudd S, Angell S, Baulcombe DC (2000) An RNA-dependent RNA polymerase gene in *Arabidopsis* is required for posttranscriptional gene silencing mediated by a transgene but not by a virus. Cell 101: 543-553.

4. Mourrain P, Beclin C, Elmayan T, Feuerbach F, Godon C, et al. (2000) *Arabidopsis SGS2* and *SGS3* genes are required for posttranscriptional gene silencing and natural virus resistance. Cell 101: 533-542.

5. Peragine A, Yoshikawa M, Wu G, Albrecht HL, Poethig RS (2004) *SGS3* and *SGS2*/*SDE1*/*RDR6* are required for juvenile development and the production of trans-acting siRNAs in *Arabidopsis*. Genes & Development 18: 2368-2379.

6. Manavella PA, Hagmann J, Ott F, Laubinger S, Franz M, et al. (2012) Fast-forward genetics identifies plant CPL phosphatases as regulators of miRNA processing factor HYL1. Cell 151: 859-870.

7. Herr AJ, Jensen MB, Dalmay T, Baulcombe DC (2005) RNA polymerase IV directs silencing of endogenous DNA. Science 308: 118-120.

8. Kanno T, Huettel B, Mette MF, Aufsatz W, Jaligot E, et al. (2005) Atypical RNA polymerase subunits required for RNA-directed DNA methylation. Nature Genetics 37: 761-765.

9. Lindroth AM, Cao X, Jackson JP, Zilberman D, McCallum CM, et al. (2001) Requirement of CHROMOMETHYLASE3 for maintenance of CpXpG methylation. Science 292: 2077-2080.

10. Jackson JP, Lindroth AM, Cao X, Jacobsen SE (2002) Control of CpNpG DNA methylation by the KRYPTONITE histone H3 methyltransferase. Nature 416: 556-560.

How the deposited data were processed for this re-analysis (not part of the article)

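The data are small RNA profiles of 10-day-old Arabidopsis seedlings of 5 genotypes, Col-0, *nrpd1-3*, *nrpe1-11*, L*er* and *top1α-2*, with 1 library per genotype and no replicates. The library labelled with the older allele name sde4 was taken as *nrpd1-3*, the only genotype of the paper that no other library carries. The authors trimmed the reads, removed those matching structural RNAs, selected small RNA sizes, mapped them with SOAP2 to TAIR10 or to TAIR10 with L*er* polymorphisms, and counted them by 5′ nucleotide in 500 bp windows (Text S1). The authors deposited the values as RPM. How reads with several mapping positions were counted, and which reads make up the library total, was not found in the paper or its supplement. The windows of MIR398b and MIR398c held nearly the same whole numbers of reads in each library, for example 8101 and 8079 in L*er* and 11927 and 11897 in *top1α-2*. Such reads may thus have been counted in full at each position.

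The values were checked to be whole multiples of the smallest value of each library, with a largest deviation of 5.2e-10 of a read. The recovered totals were 3459026 reads in Col-0, 1857740 in *nrpd1-3*, 2542359 in *nrpe1-11*, 3592603 in L*er* and 1628358 in *top1α-2*, of which 2399881, 1100379, 1668327, 2498983 and 1112010 fell in the 238296 windows. All windows lie on chromosomes 1 to 5, and their number on each chromosome is the one that the TAIR10 chromosome lengths give. A level of 3 reads, the smallest that the depth can show, was 0.87 RPM in Col-0, 1.61 in *nrpd1-3*, 1.18 in *nrpe1-11*, 0.84 in L*er* and 1.84 in *top1α-2*. Windows of the 326 annotated microRNA genes held 18.86% of the library in Col-0 (95% Wilson interval 18.81 to 18.9), 38.57% in *nrpd1-3* (38.5 to 38.64), 21.79% in *nrpe1-11* (21.74 to 21.84), 25.9% in L*er* (25.86 to 25.95) and 24.48% in *top1α-2* (24.41 to 24.54). If reads with several positions were counted at each, these shares and intervals count some reads more than once.

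DSRs were called from windows with at least 10 RPM in either library of a pair, with a fold change above 4 and a Benjamini-Hochberg adjusted p-value below 0.05 from the Audic-Claverie method. This is the method of Text S1, and it needs reads, while the deposited unit is RPM. Reads recovered from RPM were used because the steps of 1 read are exact. RPM values are otherwise not suited to a test on counts, so the calls were repeated with the fold change and RPM minimum alone, and the numbers of DSRs did not change. No negative binomial model was fitted, since no replicates exist from which a dispersion can be estimated. The calling code was tested on simulated counts that held sampling noise alone. In these, 200 of 200 windows changed 10-fold were recovered at each depth and at most 4 unchanged windows were called. The changed windows were taken well above the 10 RPM minimum in L*er*, and 10-fold lies far beyond the 4-fold cutoff. The simulation thus checks the code. It does not measure the power in weaker windows or false calls from variation between libraries.

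Global abundance was compared as the ratio of medians over windows with at least 10 RPM in Col-0 or L*er*, with a two-sided Mann-Whitney U test with tie correction, as the paper's legend of Figure S3C describes. The 97 CHH DMRs reduced in *top1α* were read from Table S6, with their positions counted from 0 as those of the windows are. A DMR overlapped a DSR when they shared at least 1 bp, and the overlap was compared with 1000 random placements of the DMRs among tested windows. The log2 ratio at DMR windows, with 0.5 RPM added, was compared with that of other windows by a permutation test of 100000 resamples, whose smallest possible p-value is 1.0e-05.

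The main settings, including the use of recovered reads, the comparisons, the rule for the windows named in the text and most alternatives were fixed before the files arrived. The named windows are the 5 reduced and 5 increased *top1α-2* DSRs with the largest difference in RPM, the 3 of each for *nrpd1-3* and *nrpe1-11*, the DSRs that overlap a CHH DMR, and the loci the paper names that a primer pair of Table S8 places at a single site of the TAIR10 reference. The alternatives covered the test, the fold change, the adjusted p-value, the RPM minimum, the library total, the reads added before the ratio, the window length, the set of windows and the overlap of DMRs. After the data were seen, 4 alternatives were added, which are the calls without a test, 0.5 read or 1 RPM added before the fold change, and DMR positions counted from 1. The exact tests of edgeR with an assumed dispersion and its TMM factors were planned and not run. The use of edgeR was limited to files deposited as counts and not extended to recovered reads, although the recovered reads would have allowed it.

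Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9. The RNA blots, the size distributions of reads, the methylation data, the chromatin immunoprecipitation and the PCR assays of the paper were not analysed here, since the files analysed hold small RNA values per window only.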

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

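A comparison of L*er* with Col-0, which the paper does not report, gave 2593 reduced and 808 increased DSRs in L*er* among 12395 tested windows. It was flagged as a signal in data outside the paper's comparisons. No control sample exists for it, and each DSR has at least 10 RPM in one library, above the level of 3 reads that the depth can show. The pair differs in ecotype, in library and in the genome used for mapping, with 1 library each, and no test here separates these. No biological explanation was tested for these counts.

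The increased DSRs of *top1α-2*, which Table S7 divides among TEs, genes and intergenic regions, were mostly in gene-poor regions. Gene-poor regions were defined as windows with protein-coding genes over less than 30% of the surrounding 1 Mb. These are mostly the regions around the centromeres, with a separate stretch at 1763501 to 2242500 of chromosome 4. Of the 180 increased DSRs, 159 (88.3%) were gene-poor, against 49.8% of the tested windows and 15 of the 80 reduced DSRs. The median log2 ratio of *top1α-2* to L*er* was 0.286 in gene-poor windows and -0.173 on the arms, a difference of 0.459. It was flagged because the paper does not discuss the position of these DSRs along the chromosomes.

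Technical explanations for the position of the increased DSRs were tested with predictions written before each result was seen. If reads with several hits shared among repeat copies were the cause, the difference was predicted to fall below 50% of 0.459 in windows where at least 90% of the 24-mers occur once. It was somewhat smaller there, 0.418, and did not reach that limit. Random splits of the L*er* reads at the depth of *top1α-2* gave at most 0 increased DSRs in 20 draws, against the prediction for the lower depth of the *top1α-2* library. The parts of a split come from the same library and differ by the sampling of reads alone. With the 10 RPM minimum and the 4-fold cutoff, hardly any DSR could arise from that. The rest of a split also holds fewer reads than the L*er* library, so the real gap in depth was not kept. A count of DSRs does not bear on their position either, so this test cannot decide whether depth plays a part. Averaged within classes of GC content, the difference was 0.318, smaller than 0.459 but above the same limit of 50%. Col-0 segments in the *top1α-2* line would place most windows that differ between ecotypes nearer to Col-0 in some 1 Mb bin, with a predicted share above 80%, while the highest share in 93 bins was 38.5%.

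The tests of normalization to library totals and of a few windows taking most of the reads do not bear on position. Scaling to microRNA gene windows left 218 increased against 73 reduced DSRs, and totals without the 20 windows with most reads left 161 against 81. These counts concern only whether increased DSRs outnumber reduced DSRs. A single scaling factor shifts all windows of a library equally, so it cannot change the difference of 0.459 and its lack of effect is no evidence.

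A difference between libraries without a mutation was not excluded. The same gene-poor minus arm difference was 0.653 between L*er* and Col-0, larger than the 0.459 between *top1α-2* and L*er*. The DSRs themselves did not show the same pattern in that pair, since 43.4% of the increased L*er* DSRs were gene-poor against 39.1% of the tested windows, compared with 88.3% against 49.8% in *top1α-2*. The pair of L*er* and Col-0 also differs in ecotype and in the genome used for mapping, so it is only a rough stand-in for variation between libraries. With 1 library per genotype, such variation is neither shown nor excluded as the source of the pattern, and replicates of L*er* and *top1α-2* would be needed. The remaining tests had predictions written after related values had been seen. Of the 28 increased DSRs with at least 10 RPM in Col-0, 27 (96.4%) fell more than 4-fold from Col-0 in *nrpd1-3*, so these may be siRNAs made by Pol IV. Most gene-poor windows behaved the same way, since 3219 of the 3502 tested in *nrpd1-3* were reduced DSRs. The 27 are thus not set apart from other gene-poor windows, and the rest of the 180 increased DSRs were not covered. The gene-poor minus arm difference was 1.659 between *nrpe1-11* and Col-0, which is in the same direction as in *top1α-2*. A change shared with the Pol V mutant is a candidate explanation, as a hypothesis found and tested on the same data, but the library effect was not ruled out for *nrpe1-11* either.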

How the results depend on the processing

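Fisher's exact test and the calls without a test gave the DSR counts of the main setting in every comparison. The counts also stayed within 1.5 times the main count with an adjusted p-value below 0.01 and with 0.5 or 1 read added. Of 146 alternative values of the main results, 104 did so or kept their direction and side of the test, and 3 reversed. All values for the overlap of DMRs with DSRs were among the 104 (11 to 14 for *top1α-2*, 60 to 85 for *nrpd1-3*). So were those for the siRNA change at DMR windows (-0.432 to -0.689). The overlap was not counted at 20 RPM or at a fold change above 8, so its ranges leave out stricter settings. The *top1α-2* overlap would fall there. For example, the DSR window at 8252001 of chromosome 4 had 12.53 RPM in L*er* and lost the call at a fold change above 8. For the 31 named windows, 379 of 396 values kept the call, 17 lost it and 0 changed direction. Settings looser than the main one, such as a fold change above 2 or a minimum of 5 RPM, could hardly lose a call. A threshold cannot change a direction. The tally thus says little for such settings. The window at 1488001 of chromosome 4 is counted for both *nrpd1-3* and *nrpe1-11*, and the loci placed by primers are left out. Named windows under 20 RPM in both libraries, such as that at 9811501 of chromosome 1, have no value at the 20 RPM minimum. They cannot be DSRs there, so the 17 leave out these losses.

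The ratio of medians for *top1α-2* in global abundance, 0.953, reversed under 3 settings. It was 1.016 in windows with at least 10 RPM in L*er* (p = 1.0e-11, n = 7960 windows), 1.041 in windows with at least 10 RPM in either library of the pair (p = 1.0e-19, n = 10066 windows), and 1.008 with totals of microRNA gene windows (p = 0.333, n = 12395 windows). In the first of these, *top1α-2* was higher in only 46.9% of pairs of windows, so medians and ranks point in opposite ways. Choosing windows by either library admits windows gained in *top1α-2*, which could account for the 1.041. The other alternatives kept the direction, with a paired median log2 ratio of -0.15 (p = 5.6e-168, n = 12395 windows) and a ratio of medians of 0.946 in windows with at least 1 RPM in Col-0 or L*er* (p = 0.00264, n = 69117 windows), where *top1α-2* was higher in 50.5% of pairs of windows. The sign of the ratio of medians thus depends on the windows and totals chosen. The paired median log2 ratio depends on the windows too, since choosing them by Col-0 or L*er* favours lower values in *top1α-2*. Outside DMRs it was -0.011 in the 10009 windows with at least 10 RPM in L*er* or *top1α-2*. It was 0.128 in the 58835 windows with at least 1 RPM in either.

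A fold change above 2 admits smaller changes. It gave 817 increased DSRs in *nrpd1-3*, 3405 increased in *nrpe1-11*, 296 reduced and 982 increased in *top1α-2*, and 4313 reduced and 2128 increased in L*er* against Col-0. A fold change above 8 gave 12 increased in *nrpd1-3*, 65 increased in *nrpe1-11*, 46 reduced and 20 increased in *top1α-2*, and 452 increased in L*er*.

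The RPM minimum sets how many windows are tested. At 5 RPM, *nrpd1-3* had 17323 reduced and 329 increased DSRs, *nrpe1-11* 1002 increased, *top1α-2* 152 reduced and 323 increased, and L*er* 4841 reduced and 1407 increased. At 20 RPM, *nrpd1-3* had 3709 reduced and 32 increased, *nrpe1-11* 2076 reduced and 228 increased, *top1α-2* 31 reduced and 73 increased, and L*er* 1153 reduced and 424 increased. With no minimum, *nrpd1-3* had 23299 reduced and 457 increased, *nrpe1-11* 6143 reduced and 976 increased, and L*er* 7526 reduced and 1862 increased. With no minimum, *top1α-2* kept 89 reduced and 217 increased. A level of 3 reads is 1.84 RPM in *top1α-2*, the library with the fewest reads, which limits what can be seen in windows with little small RNA.

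Totals without the 20 windows with most reads gave 210 increased DSRs in *nrpd1-3*, and totals of microRNA gene windows gave 10 in *nrpd1-3* and 332 in *nrpe1-11*. The share of microRNA reads was highest in *nrpd1-3*, so its few increased DSRs depend on the total used. Windows of 1000 bp gave 287 increased in *nrpe1-11*. With 1 RPM added, chosen after seeing the data, 43 were increased in *nrpd1-3*, 297 in *nrpe1-11* and 102 in *top1α-2*.

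The planned exact tests of edgeR with an assumed coefficient of variation, and its TMM factors for DSR counts, global abundance and DMR overlap, were not run because edgeR was limited to files deposited as counts. The recovered reads used for the Audic-Claverie method would have allowed them, so how the DSR counts depend on an assumed dispersion or on TMM factors is not known, and no time was measured. Restricting to chromosomes 1 to 5 changes nothing, since the files hold no other sequence.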

Differences from the paper's values

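No main value was more than 1.5 times away from the paper's. The numbers of windows tested were the paper's own, 10729, 13961 and 10066 for *nrpd1-3*, *nrpe1-11* and *top1α-2*. The DSR counts were higher than those of the paper's Table S7. The paper reports 8483 reduced and 50 increased DSRs in *nrpd1-3*, against 8501 and 73 here. For *nrpe1-11* the paper reports 3524 reduced and 385 increased, against 3656 and 511 here. For *top1α-2* the paper reports 71 reduced and 143 increased, against 80 and 180 here.

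Among the alternatives set before the files arrived, 1 read added before the fold change gave 8477 and 66 for *nrpd1-3*, 3548 and 440 for *nrpe1-11*, and 68 and 163 for *top1α-2*, and none of these alternatives gave the paper's count exactly. With 0.5 read added, an alternative chosen after seeing the values, the reduced DSRs of *top1α-2* numbered 71, the paper's count, while its increased DSRs numbered 172. In the distribution of log2 ratios with 0.5 RPM added, the windows beyond a 4-fold change matched the paper's counts for all these mutants. This held for reduced and increased windows alike, with no test applied. The paper does not state what, if anything, was added before its fold change. Of the additions tried here, only 0.5 RPM gave all of its counts.

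The overlap of 11 DMRs with reduced *top1α-2* DSRs is the number that the paper states. The 60 DMRs that overlap reduced *nrpd1-3* DSRs are the sum shown in the paper's Fig. 3D, about 60 as read by eye.

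The paper's legend of Figure S3C describes small RNA levels as unaffected in *top1α-2*. The Mann-Whitney U test of *top1α-2* against L*er* here had p = 3.0e-07 over n = 12395 windows with a ratio of medians of 0.953, and this p-value is above the level for which that legend gives an asterisk. Other tests passed that level. With the windows paired, the median log2 ratio was -0.15 (Wilcoxon signed-rank test, p = 5.6e-168, n = 12395 windows), with *top1α-2* lower in 61.5% of windows. These windows were chosen by their level in Col-0 or L*er*, which favours a lower value in *top1α-2*. Chosen by at least 10 RPM in L*er* or *top1α-2*, the 10009 windows outside DMRs had a median of -0.011, with 50.7% lower. The paired test thus does not settle the direction. The unpaired test gave p = 1.0e-11 over n = 7960 windows with at least 10 RPM in L*er*, where *top1α-2* was higher in 46.9% of pairs, and p = 1.0e-19 over n = 10066 windows with at least 10 RPM in either library, where *top1α-2* was higher in 53.7% of pairs.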

Other observations

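The loci that the paper names and that a primer pair placed at a single site had the following levels in their windows (no replicates). AtSN1 had 69.87 RPM in L*er* and 53.43 RPM in *top1α-2*. IGN5 had 41.2 RPM and 35 RPM, the window of MEA-ISR had 10.58 RPM and 9.83 RPM, and cluster4 had 13.08 RPM and 19.65 RPM. The first window of AtCopia2 had 19.76 RPM in L*er* and 14.12 RPM in *top1α-2*. IGN25 had 11.41 RPM (41 reads) and 3.68 RPM (6 reads), and IR-71 had 1200.52 RPM (4313 reads) and 313.2 RPM (510 reads). None of these windows was a DSR in *top1α-2*. IGN23, IGN26 and soloLTR had fewer than 10 RPM in both L*er* and *top1α-2* and were not tested. In *nrpd1-3*, AtSN1 had 2.69 RPM against 59.55 RPM in Col-0, and IR-71 had 969.46 RPM against 542.35 RPM. The other loci of the rule were not placed at a single site and are not given.

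The overlap of 11 CHH DMRs with reduced *top1α-2* DSRs was compared with overlap by chance among windows with small RNA reads, and 0 of 1000 placements gave as many. The prediction was written before. Overlap by chance is thus not a sufficient account of the 11, and no other technical explanation was tested for it.

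Among the 80 reduced *top1α-2* DSRs, 14 (17.5%) had under 1 RPM in Col-0, against 271 (3.4%) of the 7880 other windows with at least 10 RPM in L*er* (Fisher's exact test, p = 7.4e-07). The prediction for this test was written after the pattern was seen. Windows with siRNAs in L*er* but not in Col-0 may thus be more frequent among the windows that lose siRNAs in *top1α-2* than their share of windows gives. What these windows have in common was not tested.

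The lower siRNA levels at CHH DMR windows in *top1α-2*, a difference of -0.469 in median log2 ratio, were tested against technical explanations with predictions written before. Outside gene-poor regions the difference was -0.3 over 48 DMR windows. Against windows with similar reads it was -0.479. Without the windows called reduced DSRs it was -0.364, with 38 of the 46 remaining DMR windows lower in *top1α-2*. Against 4921 other windows that are reduced *nrpd1-3* DSRs it was -0.297. None of these fell below 50% of the difference over all windows, the limit set in the predictions. A difference between libraries without a mutation was not excluded. DMR windows differed from other windows by 0.723 in log2 ratio of Col-0 to L*er*, which is larger in size. This value has the opposite sign to the -0.469, although L*er* was the denominator of both. A L*er* library high at DMR windows would have lowered both values, but the pair of Col-0 and L*er* cannot settle this. That pair also differs in ecotype and in the genome used for mapping. The same comparison of *nrpe1-11* with Col-0 gave -3.632, with 65 of 71 DMR windows lower, so a change shared with the Pol V mutant is a candidate explanation. With 1 library per genotype, the lower levels cannot be told apart from a difference between libraries.

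The windows of MIR397a, MIR398b, MIR398c and MIR408 were higher in *top1α-2* than in L*er*, with ratios of 9.52, 3.25, 3.25 and 3.75. Those of MIR398b and MIR398c held nearly equal reads in every library, so they may not be separate signals. In *nrpd1-3* against Col-0 the ratios were 1.92, 4.17, 4.14 and 4.13, and in *nrpe1-11* 1.59, 1.56, 1.55 and 1.48. If a difference between libraries not specific to *top1α-2* were the cause, all 4 were predicted, after the values had been seen, to be at least 2-fold higher in *nrpd1-3*. The lowest ratio was 1.92, just under that limit, so the prediction was not met, while the others passed it. The test cannot decide, because microRNA gene windows held 38.57% of the *nrpd1-3* library and 18.86% of the Col-0 library. Their RPM thus rose as a group in *nrpd1-3*. Scaled to these windows, the log2 ratios of MIR398b, MIR398c and MIR408 were 1.028, 1.019 and 1.013. In *top1α-2* the share was 24.48%, against 25.9% in L*er*. A difference between libraries was not excluded, and the pattern is not called biological.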
